# Integrating genome and transcriptome profiling for elucidating the mechanism of muscle growth and lipid deposition in Pekin ducks

**DOI:** 10.1038/s41598-017-04178-7

**Published:** 2017-06-19

**Authors:** Liyuan Wang, Xiangxiang Li, Jun Ma, Yawen Zhang, Hao Zhang

## Abstract

Muscle growth and lipid deposition are co-ordinately regulated processes. Cherry Valley Pekin duck is a lean-type duck breed with high growth rate, whereas the native Pekin duck of China has high lipid deposition. Phenotypic analysis showed that native Pekin ducks have smaller fibre diameter and larger density in the breast muscle at 3 weeks of age and higher intramuscular fat content at 6 weeks of age than those in Cherry Valley Pekin ducks. We detected 17 positively selected genes (PSGs) by comparing genes mainly involved with muscle organ development, muscle contraction, peroxisome proliferator activated receptor signalling pathway, and fatty acid metabolism. In all, 52 and 206 differentially expressed genes (DEGs) were identified in transcriptomic comparisons between the two breeds at 3 and 6 weeks of age, respectively, which could potentially affect muscle growth and lipid deposition. Based on the integration of PSGs and DEGs and their functional annotations, we found that 11 and 10 genes were correlated with muscle growth and lipid deposition, respectively. Identification of candidate genes controlling quantitative traits of duck muscle might aid in elucidating the mechanisms of muscle growth and lipid deposition and could help in improving duck breeding.

## Introduction

Duck is an ancient domestic animal used for its meat, egg, and feather. Pekin duck is famous for its extensive adaptability, rapid growth during rearing stage, and superior taste rendered by the high content of intramuscular fat (IMF)^1^. The IMF content in the breast muscle of Pekin ducks that are fed ad libitum or are overfed is higher than that of similarly fed Muscovy ducks. Moreover, the breast muscle of Pekin ducks has lower lightness value, colour degree, and shearing force than those of Muscovy ducks, and the former is more tender, juicy, and less stringy^2^. The modern breeding system of duck primarily focuses on either the improvement of muscle growth or the preservation of abundant IMF content. Cherry Valley Pekin duck, a widely used meat duck breed, is a lean-type breed derived from Pekin duck, whereas the native Pekin duck in China has high lipid deposition ability. Therefore, these breeds are model systems for investigating the mechanisms underlying variation in muscle growth and lipid deposition under similar genetic backgrounds; the phenotypic differences between these two breeds might have resulted mostly from the differences in intensive artificial selection.

Both muscle growth and lipid deposition are complicated processes, which are accompanied by the proliferation, migration, and differentiation of somatic cells. Thus far, many candidate genes and gene families responsible for growth traits have been identified in duck; these include myogenic regulatory factor (MRF) family members [myogenic factor 5 (MYF5), muscle-specific regulatory factor 4 (MRF4), myoblast determination protein (MYOD), and myogenin (MYOG)^3^], myocyte enhancer factor-2 gene family (MEF2)^4^, lipoprotein lipase (LPL)^5^, and insulin-like growth factors (IGFs)^6^. Several pathways regulating lipid deposition, including proliferator-activated receptor-gamma (PPARγ), mitogen-activated protein kinase (MAPK), Wnt, Hedgehog, and CCAAT/enhancer bindings protein α (C/EBPα) signalling pathways, have also been reported^7, 8^.

A sustaining intensive selection on an animal population can generate phenotypic and the corresponding genetic changes. Phenotypic differences between two breeds with similar genetic backgrounds can be explained in terms of genomic variations and changes in their transcriptomes. Combined evaluation of the whole genome single nucleotide polymorphism (SNP) distribution by using whole-genome sequencing (WGS) and differentially expressed gene (DEG) profiles by using RNA-seq allows a better understanding of the genetic basis of different phenotypes and helps in the identification of candidate genes. Comprehensive studies involving WGS and RNA-seq have been performed for characters such as growth and lipid deposition in pigs^9, 10^ and egg quality in chicken^11^. However, to the best of our knowledge, no integrated WGS and transcriptome analysis has been reported in duck. An understanding of the genetic basis of different phenotypes in duck would be valuable in improving the efficiency and selection strategies involved in duck breeding.

In the present study, a comprehensive analysis combining WGS and RNA-seq was performed to determine the genomic variations and gene expression profiles for detecting candidate genes related to muscle growth and lipid deposition in Cherry Valley Pekin and native Pekin ducks.

## Results

### Measurement of IMF and muscle fibre in Cherry and Beijing ducks

Native Pekin ducks from Beijing (BD) had a higher IMF content than that in Cherry Valley Pekin ducks (CD) at 3 and 6 weeks of age, especially at 6 weeks (*p* < 0.05; Table 1). At 3 weeks, the diameter of muscle fibre was less and its density was more in BD compared to those in CD (*p* < 0.05; Table 1, Fig. 1). However, at 6 weeks, no significant differences were noted in these factors between the two breeds (*p* > 0.05).

**Table 1:** Phenotypic parameters measured in this study.

Population	Number of samples	Water content (%)	IMF (%)	Diameter of muscle fibre (μm)	Density of muscle fibre (1 × 10^3^/mm^2^)
BD 3 week	20	82.43 ± 0.20	0.1435 ± 0.008	5.85 ± 0.11	8.437 ± 0.317*
CD 3 week	20	83.67 ± 0.23	0.1332 ± 0.0102	11.91 ± 0.25*	3.106 ± 0.032
BD 6 week	20	76.98 ± 0.17	1.039 ± 0.12*	22.10 ± 0.65	1.342 ± 0.021
CD 6 week	20	77.70 ± 0.14*	0.5832 ± 0.049	22.94 ± 0.42	1.302 ± 0.019

Note: BD means native Pekin duck and CD means Cherry Valley Pekin duck. *Significant at *p* < 0.05. The two breeds were compared at the same time point.

**Figure 1:**
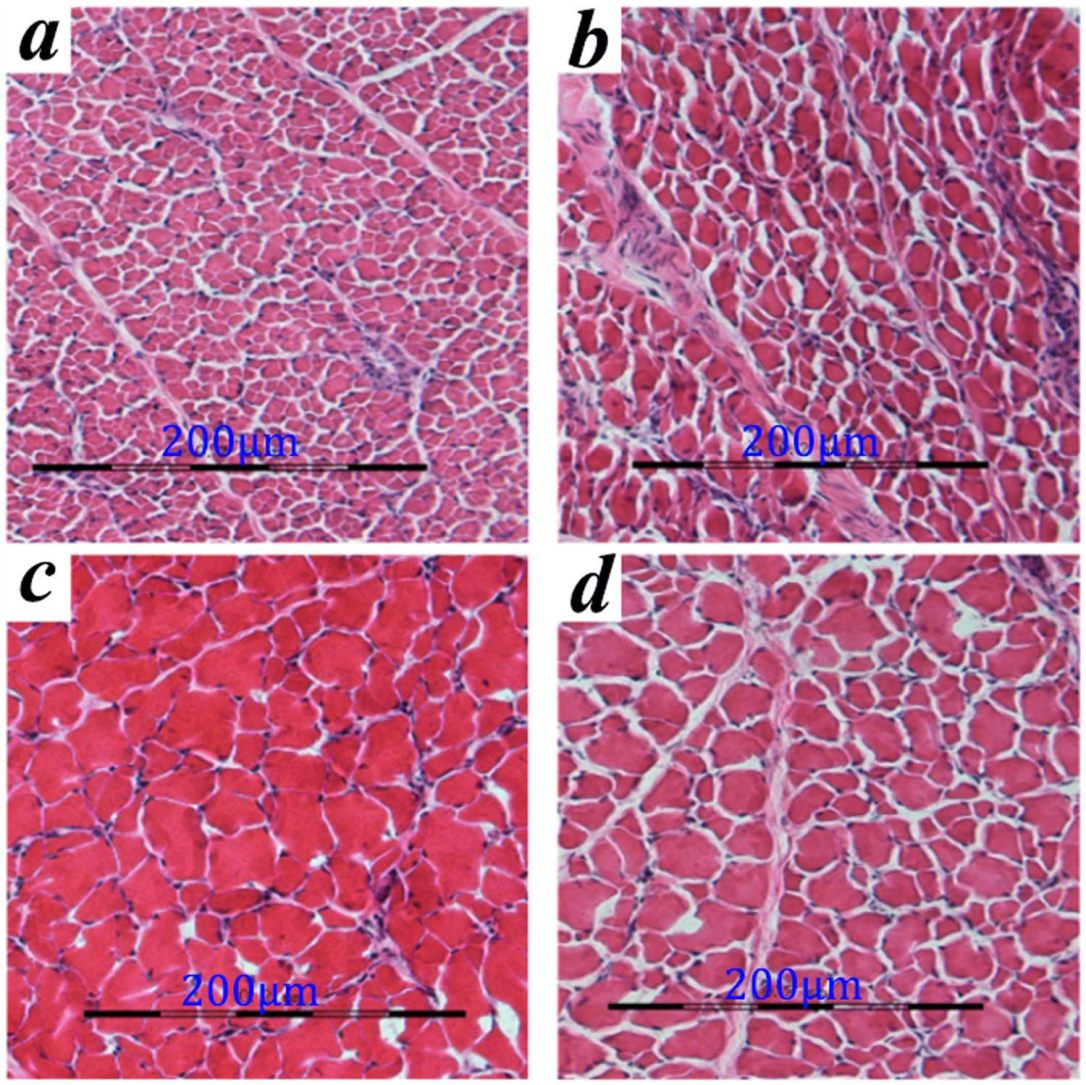
Histological analysis of breast muscles. (**a**) Cherry Valley Pekin ducks (CD) at 3 weeks of age, (**b**) Native Pekin ducks (BD) at 3 weeks of age, (**c**) CD at 6 weeks of age, (**d**) BD at 6 weeks of age; Scale bars: 200 μm.

### Estimation of genetic diversity between CD and BD

Whole genome sequencing of 18 ducks (9 BD and 9 CD) yielded 133.1 Gb clean data with an average of 7.394 Gb data per duck. The sequencing depth varied from 6.145 to 8.055, and Q30 distribution varied from 93.25 to 96.53 (see Supplementary Table S1). After genomic variations in the 18 individuals were screened, 4.2 million SNPs were identified. Among these, only about 159 K and 75 K SNPs were located in the promoter and exon regions, whereas most of them were located in the intron or intergenic regions (2.01 M and 1.96 M; see Supplementary Table S2).

Principal component analysis (PCA) revealed a clear distinction between BD and CD ducks (see Supplementary Figure S1), which was in accordance with the genetic background of the two breeds. Selection signatures were qualified in regions overlapped by two parameters with extremely high Z(Fst) values (top 5%, 0.7827; top 1%, 1.5718) and extremely low Tajima’s D values (top 5%, 1.084; top 1%, −0.5718) (Fig. 2). In all, 206 candidate genes from 224 positively selected windows were screened as positively selected genes (PSGs) that were widely spread along the scaffolds (see Supplementary Table S3). Based on functional cluster analysis, the 206 PSGs could be categorized into the following four groups: lipid metabolism-related, muscle growth-related, signal transduction-related, and immune-related (Fig. 3; see Supplementary Figure S2). Among these genes, myocyte enhancer factor 2 A (MEF2A), kyphoscoliosis peptidase (KY), and many others were functional genes that have been shown to participate in several main pathways related to muscle growth, such as those involved in muscle organ development and myoblast differentiation^12–14^. Insulin-induced gene 1 (INSIG1), ectonucleotide pyrophosphatase/phosphodiesterase (ENPP1 & 3), fatty acid-binding protein 5 (FABP5), and some other genes that regulate lipogenesis have also been reported previously^15–18^.

**Figure 2:**
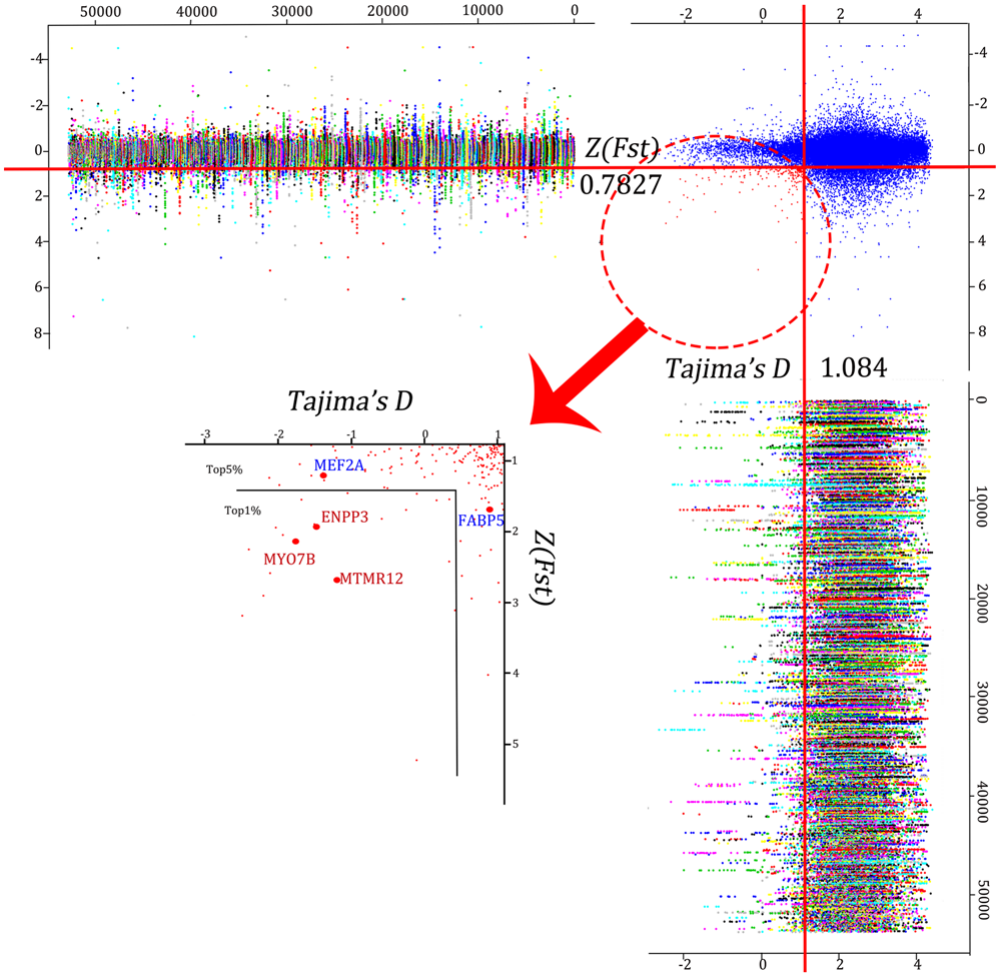
Distribution of positively selected genes calculated using a 40-K window along 1,592 scaffolds. Combination of Manhattan plotting of genomic differentiation Z(Fst) (upper left), Tajima’s D (lower right), and the overlap (upper right, lower left). MEF2A, myocyte enhancer factor 2A; FABP5, fatty acid binding protein 5; ENPP3, ectonucleotide pyrophosphatase/phosphodiesterase 3; MYO7B, myosin VIIB; MTMR12, myotubularin related protein 12.

**Figure 3:**
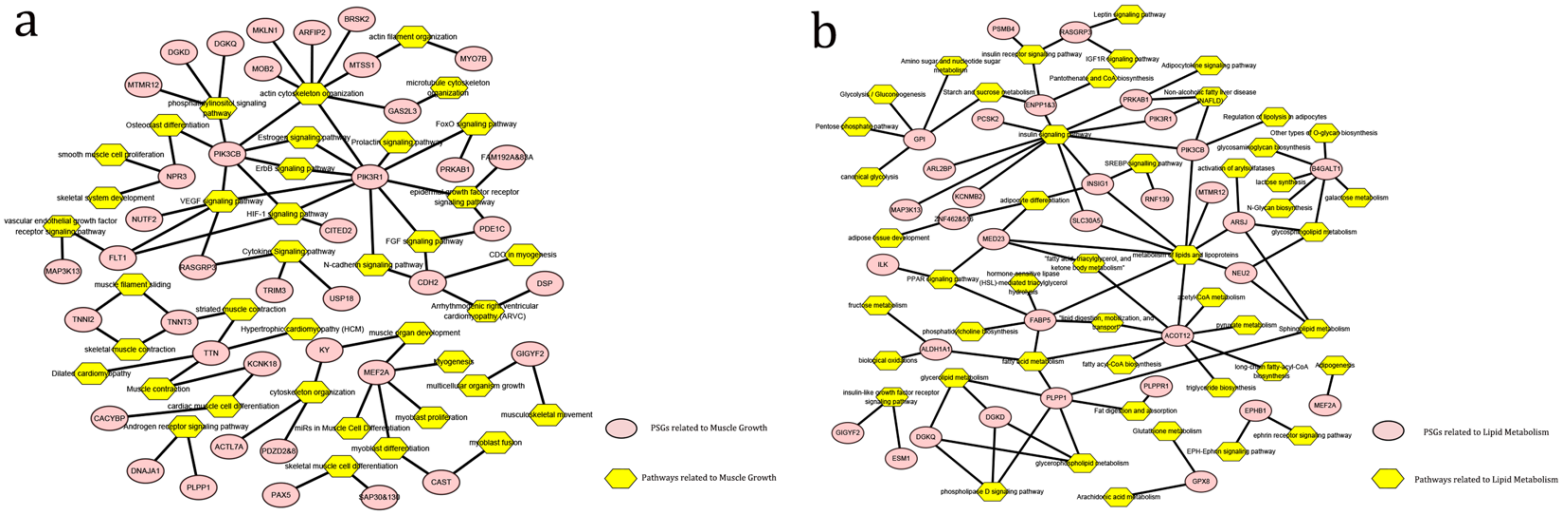
Visualization of main PSGs and pathways related to muscle growth and lipid metabolism. (**a**) PSGs and pathways related to muscle growth; (**b**) PSGs and pathways related to lipid metabolism. Note: ellipses stand for the main PSGs and rhombi stand for the main pathways.

### Transcriptome analysis of the breast muscle in CD and BD

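RNA of breast muscle was sequenced from native Pekin ducks (BD) and Cherry Valley Pekin ducks (CD) at 3 and 6 weeks of age. The 4 groups (BD3, BD6, CD3 and CD6) held 2 samples each, so 8 samples were analysed. By the paper's Table S4, each sample gave between 48743458 and 59421916 raw reads, of which 90.32% to 93.64% were kept as clean reads. By the paper's Table S5, between 29827531 and 36041602 reads per sample were uniquely mapped. The group means were 31451605.5 in BD3, 31942352.5 in BD6, 33636499.5 in CD3 and 30358841.5 in CD6.

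The values the authors deposited are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the sample), given separately for each sample. They carry no read counts, so the counting error of a single value is unknown. Each value belongs to an event of transcript structure, such as a transcription start (TSS), a transcript end (TTS) or a skipped exon, and sums the assembled transcripts that share the event. A sample held between 49140 and 52457 events. Most gene numbers were assigned within 1 sample, so genes were joined across samples by the Ensembl transcripts that their events carried. Assembled genes without an Ensembl transcript were joined by overlap on the same scaffold and strand. This gave 14045 loci with an Ensembl transcript and 3351 loci without one.

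For each assembled gene of a sample, the larger of its summed TSS and its summed TTS values was taken. The expression value of a locus was the sum of these over its assembled genes. The summed TSS and summed TTS values were equal for 81.4% to 83.54% of the loci of a sample. This share counts loci where both were 0, so it is lower among loci with a value above 0. Between 12.4% and 16.25% of the loci of a sample were listed at exactly 0. For differential expression, the 13046 loci listed in all 8 samples were used, and 11290 of them had an FPKM of at least 0.1 in at least 2 samples. The test was limma on log2(FPKM + 1) in 1 model of the 4 groups, with Benjamini-Hochberg adjustment. As in the paper, a DEG needed an adjusted p-value under 0.05 and a fold change above 2 or below 0.5. Fold changes on this scale understate the change of genes with low values. An exact permutation test of 2 samples against 2 cannot give a two-sided p below 0.333, so the calls rest on the limma model. Its spread combines that of each locus within the 4 groups with a trend over all loci.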

At least 4.6-Gb clean data, accounting for more than 90% of the raw data, were obtained in each group. Q20 and Q30, which are criterion for sequencing false-positive rates, ranged from 94.49% to 95.025% and 85.37% to 86.67%, respectively (see Supplementary Table S4). After the clean reads were mapped to the reference genome of *Anas platyrhynchos*, total mapped sequences were found to range from 64.03% to 69.94%, most (approximately 69–74.4%) of which were located within the exons (see Supplementary Table S5).

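At a group mean of at least 0.1 FPKM, 15859 loci were detected in at least 1 of the 4 groups. By group, 13216 loci were detected in BD3, 12956 in BD6, 13767 in CD3 and 13285 in CD6. In single samples, between 11827 loci (BD3 replicate 2) and 12763 loci (CD3 replicate 2) reached 0.1 FPKM. The difference between the 2 samples of a group was 504 loci in BD3, 49 in BD6, 43 in CD3 and 430 in CD6. The rule that moved the total most was to require both samples of a group at 0.1 FPKM or more, which gave 13026 loci.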

In all, 16,705 genes were detected to express in duck breast muscle tissues. Among these, 2,273 genes were regarded as novel genes; 14,496 genes could be annotated to the *A*. *platyrhynchos* database of BGI_duck_1.0. 

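Of the 15859 loci detected, 12516 carried an Ensembl transcript of BGI_duck_1.0 and 3343 carried none. When both samples of a group had to reach 0.1 FPKM, 11509 loci with an Ensembl transcript and 1517 without one remained. Only 457 of the 3351 loci without an Ensembl transcript were listed in all 8 samples, against 12589 of the 14045 loci with one.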

Further, 165, 96, 118, and 374 unique genes were solely detected in native Pekin ducks at 3 (BD3) and 6 weeks of age (BD6) and Cherry Valley Pekin ducks at 3 (CD3) and 6 weeks of age (CD6), respectively (see Supplementary Figure S3). 

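At a group mean of at least 0.1 FPKM, 531 loci were detected in BD3 only, 381 in BD6 only, 802 in CD3 only and 393 in CD6 only. Most of them carried no Ensembl transcript: 67.0% in BD3, 69.6% in BD6, 58.6% in CD3 and 67.7% in CD6. Their median group mean was low, at 0.798 FPKM in BD3, 0.984 in BD6, 0.589 in CD3 and 0.824 in CD6. Few of these loci reached 0.1 FPKM in both samples of their group. These were 50 loci in BD3, 64 in BD6, 158 in CD3 and 40 in CD6, so most of the detections in a single group rested on 1 sample.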

Further, 14,562 genes were consistently detected in the four groups. 

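A group mean of at least 0.1 FPKM was reached in all 4 groups by 11150 loci. With a value above 0 in either sample of each group this rose to 11836 loci, and with both samples of each group at 0.1 FPKM or more it fell to 9183 loci.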

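Among the loci with a group mean of at least 0.1 FPKM, 97.67% in BD3, 97.75% in BD6, 97.88% in CD3 and 97.79% in CD6 lay between 0.1 and 1000 FPKM. The interval from 1 to 100 FPKM held 73.9% of them in BD3, 75.9% in BD6, 76.1% in CD3 and 75.9% in CD6. Above 1000 FPKM were 308 loci in BD3, 291 in BD6, 292 in CD3 and 294 in CD6. In single samples the share from 0.1 to 1 FPKM ranged from 11.7% (CD3 replicate 1) to 16.6% (BD3 replicate 2).

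The median of the values above 0 was 6.66 and 5.26 FPKM in the 2 samples of BD3, 6.76 and 7.57 in BD6, 9.06 and 7.83 in CD3, and 8.06 and 6.48 in CD6. The samples of BD3 and CD3 did not overlap, whereas those of BD6 and CD6 did. With 2 samples per group, the exact permutation test of BD3 against CD3 cannot go below a two-sided p of 0.333. Relative to the geometric mean over samples, the median-of-ratios factor ran from 0.76 in BD3 replicate 2 to 1.31 in CD3 replicate 1.

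**Figure D1:**
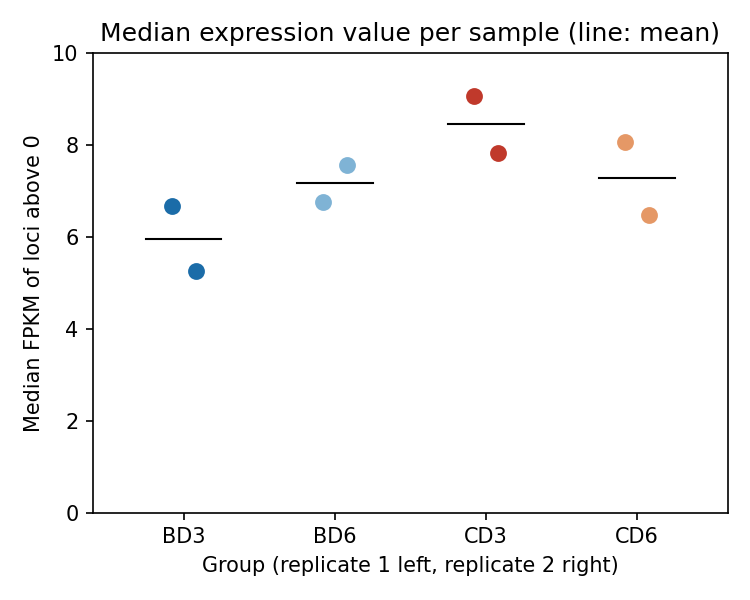
Median FPKM of the loci above 0 in each of the 8 samples, by group on the x axis, with the mean of the 2 samples as a line. The medians run from 5.26 FPKM in BD3 replicate 2 to 9.06 FPKM in CD3 replicate 1.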

Most of the genes were distributed between 0.1 to 1000 reads per kilobases per million reads (RPKM), and the four groups showed a similar read number distribution of genes (see Supplementary Figure S4).

Total 564 DEGs were detected between the BD and CD and between 3- and 6-week-old (Fig. 4). 

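Over the 11290 loci tested, 38 were DEGs in at least 1 of the 4 comparisons (limma, Benjamini-Hochberg adjustment). Without the adjustment, a p-value under 0.05 was reached by 1458 loci between BD6 and BD3, 1475 between CD6 and CD3, 2565 between BD3 and CD3, and 907 between BD6 and CD6. Of the 38 DEGs, 19 were listed at exactly 0 in both samples of a group while reaching 1 FPKM or more elsewhere, against 3.34% of the other loci. The number changed most when loci absent from a sample were counted as 0, a choice made after seeing the data, which gave 259 DEGs.

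In data simulated with the spread of each locus and normal noise, 200 loci were changed in BD6. The test of BD6 against BD3 recovered 0% of those changed by 1 on the log2 scale, 33.5% at 2 and 76.5% at 3. The changed loci had a mean log2(FPKM + 1) above 2, and no group was set to 0. The rates therefore do not cover loci with a group at 0. On average, the samples of a group resembled each other more than those of other groups, but this did not hold for BD3 replicate 1. Across loci, the Pearson correlation of log2(FPKM + 1) averaged 0.943 within groups and 0.923 between them. Within groups it was 0.927 in BD3, 0.950 in BD6, 0.946 in CD3 and 0.950 in CD6. BD3 replicate 1 had a higher correlation with BD6 replicate 1 (0.930) and with the CD6 samples (0.944 and 0.947) than with BD3 replicate 2.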

Quantitative RT-PCR of 8 DEGs (ACSL1, CAV3, MYOG, TNNI1, MSTN, IGFBP5, FHL3, and CD36) validated that the DEGs were accurate and reliable (see Supplementary Figure S5). The expression profiles of DEGs identified by pairwise comparison of 3- and 6-week-old individuals of the two breeds were analysed. 

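Between BD6 and BD3, 20 loci were DEGs, of which 13 were upregulated and 7 downregulated at 6 weeks of age. Between CD6 and CD3, 15 loci were DEGs, of which 7 were upregulated and 8 downregulated. The labels give the samples of each group the numbers 1 and 2. With this number as a replicate block, taking the pairing from the labels, 10 loci passed between BD6 and BD3 and 14 between CD6 and CD3. There was little sign of pairing by number. The deviations of same-numbered samples from their group means had a mean correlation of 0.0176 across loci, from -0.0543 for BD3 and CD3 to 0.0996 for BD3 and BD6. After median-of-ratios scaling the count for BD6 against BD3 rose to 61, and that for CD6 against CD3 was 16.

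The files do not pair their identifiers with gene names, so the loci are given by Ensembl transcript and by position on the scaffolds of BGI_duck_1.0. The largest rise in BD was at ENSAPLT00000012424 (scaffold KB743110.1, 726563 to 772183, minus strand). It was listed at 0 FPKM in both BD3 samples and at 1167 ± 991 FPKM (SD, n = 2) in BD6. Its log2 fold change was 9.87 (standard error 0.72, adjusted p = 0.00998 from limma with Benjamini-Hochberg adjustment). With only the 4 samples compared it did not pass (adjusted p = 0.0663 from limma). The transcript models assembled there differed in their ends between samples. With the summed TSS values the log2 fold change of this locus was again 9.87. With the summed TTS values it fell below the filter and was not tested, so the rise rests on the TSS values. The largest fall in BD was at ENSAPLT00000011976 (scaffold KB744335.1, 7155 to 9058, plus strand). It went from 273.9 ± 92.9 FPKM (SD, n = 2) in BD3 to a listed value of 0 in both BD6 samples. Its log2 fold change was -8.06 (standard error 0.93, adjusted p = 0.0463 from limma), and it no longer passed without the filter, after quantile normalization, with eBayes without a trend, with the summed TSS values, or among only the loci with the same ends in all samples. It also failed without CD6 replicate 1 (adjusted p = 0.0723 from limma) and without CD6 replicate 2 (adjusted p = 0.0739 from limma).

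The largest rise in CD was at ENSAPLT00000015880 (scaffold KB742813.1, 206503 to 212388, plus strand). Its value was 7.00 ± 0.57 FPKM (SD, n = 2) in CD3 and 979 ± 127 FPKM (SD, n = 2) in CD6. The log2 fold change was 6.93 (standard error 0.54, adjusted p = 0.00842 from limma), and here too the assembled ends differed between samples. The largest fall in CD was at ENSAPLT00000006866 (scaffold KB756620.1, 57 to 4059, minus strand). It was 289 and 1986 FPKM in the CD3 samples and was listed at 0 in the other 6 samples. The log2 fold change was -9.57 (standard error 0.80, adjusted p = 0.00993 from limma). With only the 4 samples compared it did not pass (adjusted p = 0.0595 from limma).

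**Figure D2:**
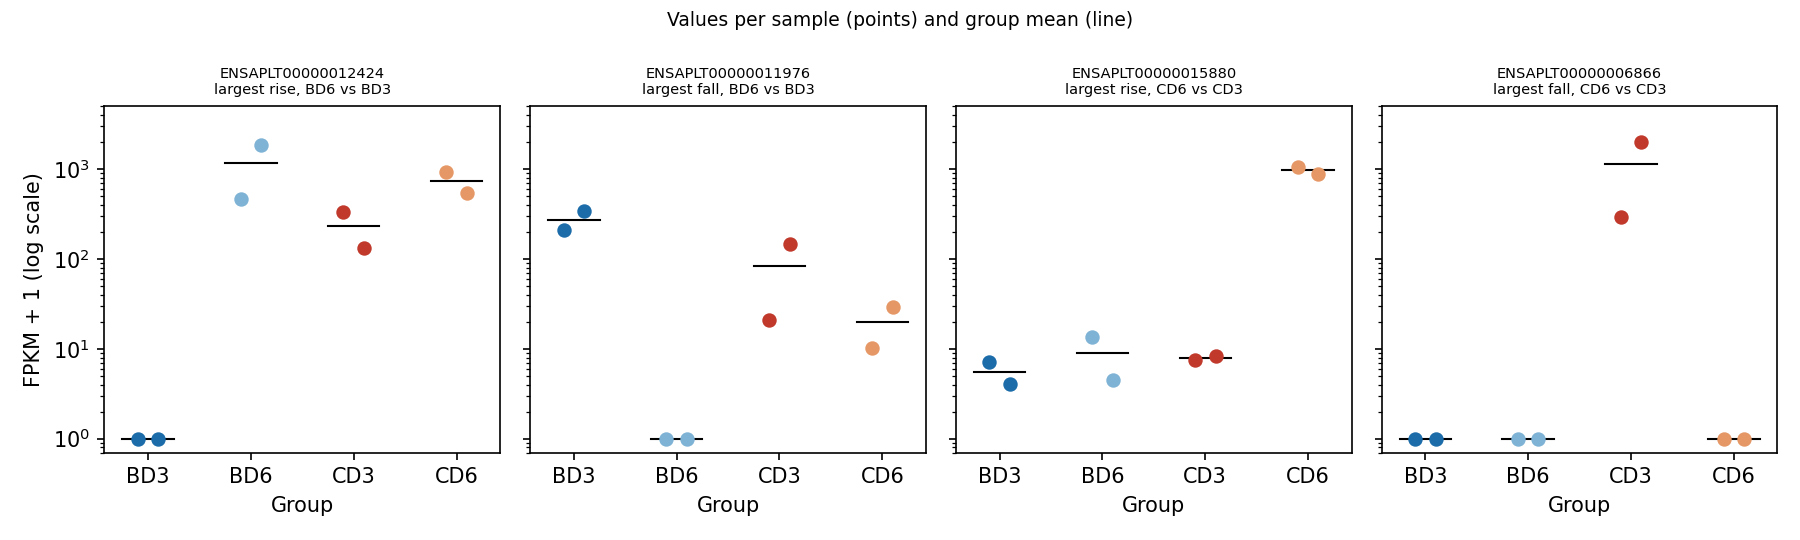
FPKM + 1 on a log scale in the 8 samples (points, 2 per group) with the group mean as a line, for the loci with the largest rise and fall between 3 and 6 weeks of age in BD and in CD. In 3 of the 4 loci a group is listed at 0 FPKM in both samples, which plots at 1.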

In all, 195 and 243 DEGs were identified in BD and CD, respectively, among which 126 and 121 genes were upregulated, and 69 and 122 genes were downregulated, respectively. 

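Of the 20 DEGs between BD6 and BD3 and the 15 between CD6 and CD3, 2 loci were common, and 0 of these changed in the same direction in both breeds. This depended on the rules: the direction was the same at 1 of 5 common loci with a pseudocount of 0.1, and at 15 of 25 when absent loci were counted as 0, a choice made after seeing the data. Across the 11290 loci, the log2 fold changes with age in BD and in CD had a Pearson correlation of 0.156, where loci are not independent replicates. The difference between the 2 age changes (the interaction of breed and age) passed the same thresholds at 15 loci, and at 8 of these the changes in BD and CD had opposite signs. With the replicate number as a block, 2 loci were again common and the interaction passed at 8 loci.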

Eighteen genes were common in the two breeds (Fig. 4). The analysis of biological functions indicated that the DEGs were involved in similar functions in the two breeds. Many of these genes were involved in muscle growth, for example, in muscle cell and muscle organ development, and a few were associated with lipid metabolism, such as in fatty acid metabolism and lipid localization. Other clustered genes were involved in processes related to energy metabolism, such as propanoate metabolism and GTPase activator activity (see Supplementary Tables S6, S7).

**Figure 4:**
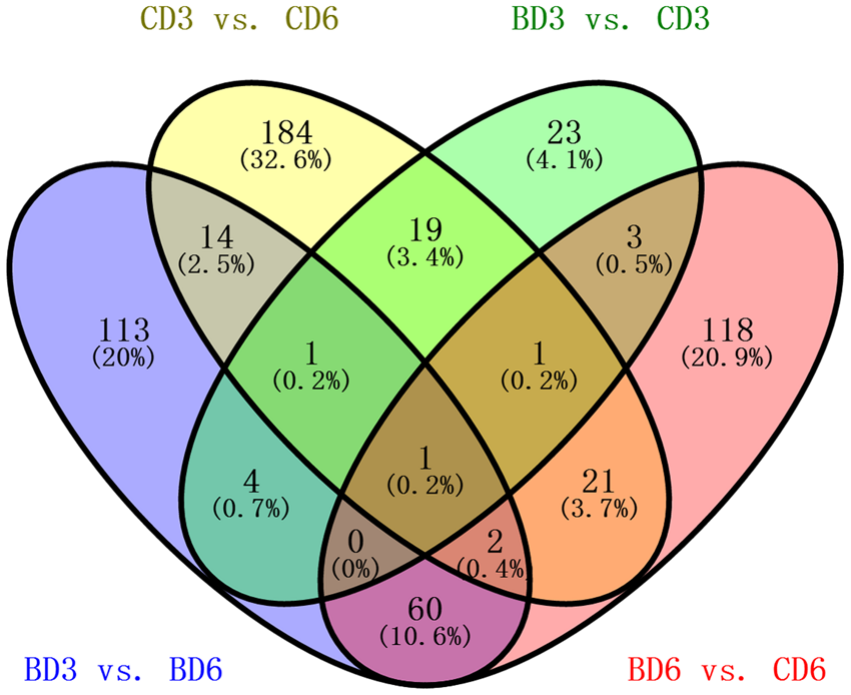
Distribution of DEGs between different time periods and breeds. BD3: 3-week-old native Pekin ducks; BD6: 6-week-old native Pekin ducks; CD6: 6-week-old Cherry Valley Pekin ducks; CD3: 3-week-old Cherry Valley Pekin ducks.

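Between BD3 and CD3, 17 loci were DEGs, of which 7 were higher in BD and 10 higher in CD. Between BD6 and CD6, 16 loci were DEGs, of which 8 were higher in BD and 8 higher in CD. With the replicate number as a block, as numbered in the labels, 13 loci passed at 3 weeks and 13 at 6 weeks of age. When only the 4 samples of the 2 groups compared were used, 2 loci passed at 3 weeks and 6 at 6 weeks. At exactly 0 in both samples of a group and at 1 FPKM or more elsewhere were 10 of the 17 DEGs at 3 weeks and 9 of the 16 at 6 weeks.

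At 3 weeks, the locus furthest above CD in BD was ENSAPLT00000004577 (scaffold KB742512.1, 232096 to 255537, plus strand), which joins 3 Ensembl transcripts. It was 913 ± 373 FPKM (SD, n = 2) in BD3 and 22.1 ± 3.88 FPKM (SD, n = 2) in CD3. The log2 fold change was 5.25 (standard error 0.54, adjusted p = 0.0271 from limma). It did not pass with the replicate block, with only the 4 samples compared, or without CD6 replicate 1 or 2 (adjusted p = 0.0688 and 0.0669 from limma). With the summed TTS values alone its direction reversed, with a log2 fold change of -3.14. The locus furthest below CD was ENSAPLT00000006866, listed at 0 in both BD3 samples, with a log2 fold change of -9.57 (adjusted p = 0.0119 from limma). It did not pass either with only the 4 samples compared (adjusted p = 0.113 from limma).

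At 6 weeks, the locus furthest above CD in BD was ENSAPLT00000010459 (scaffold KB743110.1, 647565 to 662221, minus strand). It was 122.3 ± 6.74 FPKM (SD, n = 2) in BD6 and was listed at 0 in both CD6 samples. In the BD3 and CD3 samples it was between 134.8 and 138.6 FPKM. The log2 fold change was 6.95 (standard error 0.21, adjusted p = 0.000151 from limma). The locus furthest below CD was ENSAPLT00000015880, at 7.97 ± 6.25 FPKM (SD, n = 2) in BD6 and 979 ± 127 FPKM in CD6, a log2 fold change of -6.97 (adjusted p = 0.00677 from limma). With only the 4 samples compared its adjusted p was 0.0591 from limma, so it did not pass. The paper regards the DEGs between BD3 and CD3 mainly as genes of muscle growth, on the ground that the breeds differed in muscle fibre diameter and density at 3 weeks. It holds that those between BD6 and CD6 could for the most part be placed with lipogenesis, on the ground that BD deposited more lipid at 6 weeks.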

In all, 52 and 206 genes were differentially expressed between BD and CD at 3 and 6 weeks of age, respectively (Fig. 4). Between BD3 and CD3, most of the clusters were related to muscle growth, including cytoskeletal protein binding, muscle system process, and muscle maintenance, and the four most clustered pathways were all related to energy metabolism (Fig. 5a). Between BD6 and CD6, in addition to the muscle growth-related clusters, many clusters were also related to lipid metabolism, such as in the regulation of lipid metabolic process and fatty acid oxidation. PPAR signalling pathway, adipocytokine signalling pathway, and ECM-receptor interaction were also clustered in KEGG (p = 0.023, 0.039, and 0.051, respectively; Fig. 5b, Supplementary Table S7).

**Figure 5:**
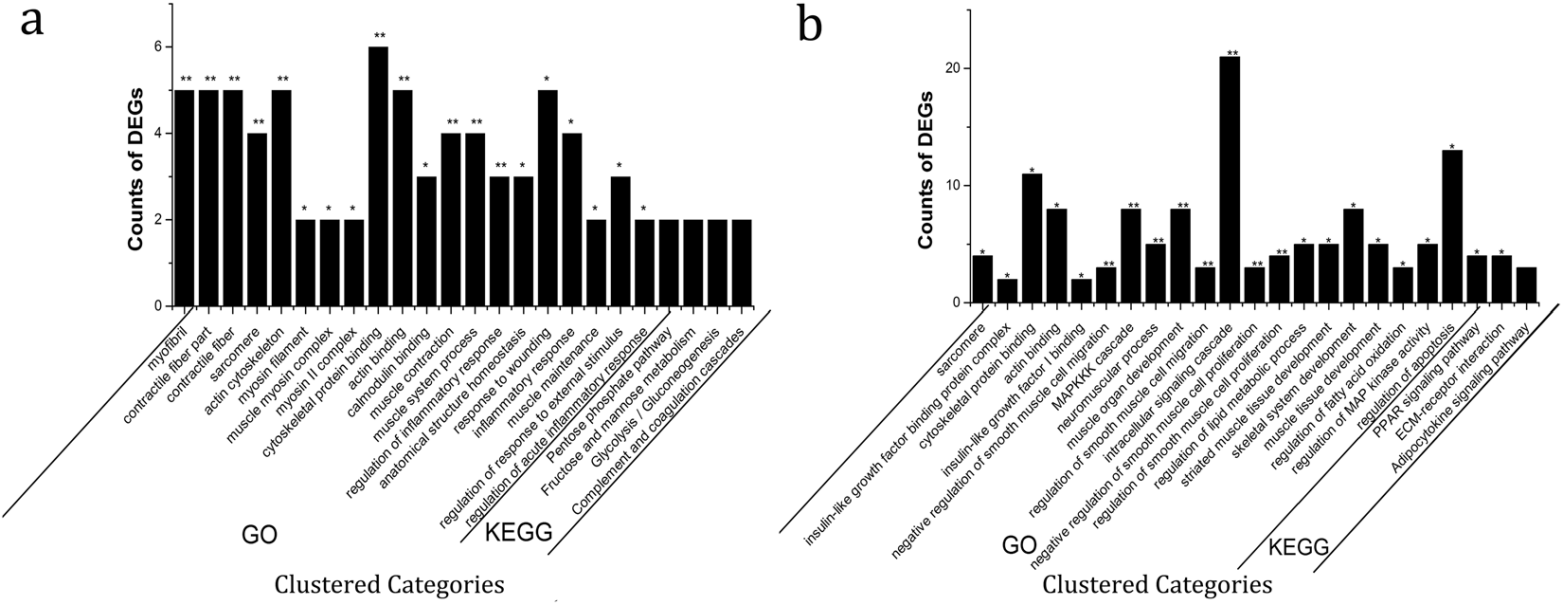
Biological analysis of DEGs identified between the two breeds. (**a**) BD3 vs. CD3, BD3: 3-week-old native Pekin ducks, CD3: 3-week-old Cherry Valley Pekin ducks; (**b**) BD6 vs. CD6, BD6: 6-week-old native Pekin ducks, CD6: 6-week-old Cherry Valley Pekin ducks. *Significant at *p* < 0.05; **significant at *p* < 0.01.

### Combination analysis of WGS and RNA-seq

Whole-genome sequencing was performed to detect genome variations underlying the phenotypic differences in muscle growth and lipid deposition between BD and CD. Genes differentially expressed between BD3 and CD3 were mainly regarded as muscle growth related (n = 55), because significant differences existed in the diameter and density of muscle fibres between BD and CD at 3 weeks of age. Moreover, DEGs between BD6 and CD6 could be largely distributed into lipogenesis-related genes (n = 206), since BD deposited considerably more lipid than CD at 6 weeks of age. DEGs between 3- and 6-week-old individuals were treated as breast growth-related genes involved in muscle and adipose development. After integrated analysis, 9 genes, which were both PSGs and DEGs, were confirmed as the candidate genes for breast growth (Table 2).

**Table 2:** Combination analysis of WGS and RNA-seq.

	DEG in BD3 vs. BD6	DEG in CD3 vs. CD6	DEG in BD3 vs. CD3	DEG in BD6 vs. CD6	Z(Fst)	Tajima’s *D*	Major pathways involved
PODXL	√	×	×	√	√	√	cell adhesion, integrin signalling pathway
ADGRG1	√	×	×	√	√	√	cell surface receptor signalling pathway, G-protein coupled receptor signalling pathway, angiogenesis
KY	×	×	√	×	√	√	muscle organ development, cytoskeleton organization
FABP5	√	×	×	√	√	√	PPAR signalling pathway, phosphatidylcholine biosynthesis, metabolism of lipids and lipoproteins, lipid digestion, mobilization, and transport, fatty acid metabolism,
FLT1	√	×	×	√	√	√	Cytokine-cytokine receptor interaction, HIF-1 signalling pathway, PI3K-Akt signalling pathway, Focal adhesion, vascular endothelial growth factor signalling pathway, MAPK signalling pathway
ENPP3	√	×	×	×	√	√	insulin signalling pathway, pantothenate and CoA biosynthesis, starch and sucrose metabolism,
OPN3	×	√	×	×	√	√	G-protein coupled receptor signalling pathway, circadian rhythm, GPCR signalling pathway
NGEF	√	×	×	×	√	√	cell death signalling pathway, EPH-Ephrin signalling pathway, GPCR signalling pathway, p75 NTR receptor-mediated signalling pathway
NEU2	√	×	×	√	√	√	sphingolipid metabolism, glycosphingolipid metabolism, metabolism of lipids and lipoproteins, sialic acid metabolism

√ Detected as DEG or PSG; × Not detected as DEG or PSG.

## Discussion

Muscle growth and lipid deposition have been reported to be regulated by a complex mechanism involving endogenous and exogenous factors. Several studies have investigated meat quality in many domesticated animals, including pig, cattle, and chicken^9–11^. Pekin duck is the common ancestor of current native Pekin and Cherry Valley Pekin ducks. Cherry Valley Pekin duck has been developed into a lean-type breed by modern breeding system, whereas native Pekin ducks in China have been allowed to preserve their high IMF content^5^. Phenotypic analysis showed that native Pekin ducks have lower breast muscle fibre diameter and higher fibre density than those of Cherry Valley Pekin ducks at 3 weeks of age; however, the IMF content was higher in the former at 6 weeks of age. Genomic variations result in phenotypic differences, and understanding the genetic basis of these phenotypes could contribute to the improvement of the breeding efficiency in duck. In this study, we conducted high quality whole-genome sequencing and transcriptome analysis of breast muscle at two key time points during the growth of native Pekin and Cherry Valley Pekin ducks in order to screen candidate genes regulating muscle growth and lipid deposition.

The loci under strong selective pressure are referred to as outliers and are always located at the extremes of empirical distribution. We used neutrality test (Tajima’s *D*) and fixation index Z(Fst) as the criteria for the detection of significant signatures as required. WGS detected a total of 206 candidate genes, among which 9 PSGs (ENPP3, FABP5, ADGRG1, NGEF, OPN3, FLT1, PODXL, KY, and NEU2) involved in pathways such as muscle organ development, muscle contraction, PPAR signalling, and fatty acid metabolism, were also differentially expressed in the transcriptome.

The transmembrane glycoprotein ENPP3 showed positive association with diabetes^19^. The higher content of ENPP3 reduced the serum ATP concentration as well as energy consumption, and thus facilitated lipid deposition^20^. Epidermal-type fatty acid-binding protein (E-FABP, FABP5), an intracellular protein that binds to lipid molecules and transports them to PPARs, was associated with fatty acid signalling, cell growth, and differentiation and was reported to play a protective role against oxidative damage to lipids^17, 18^. FABP5 was conservatively located close to fatty acid-binding protein 4 (FABP4, adipose) across the breeds, and SNP association analysis showed that FABP5 was strongly associated with fat deposition in a pig population^21^. Knockdown of FABP5 decreased the cellular cholesterol levels and led to the deposition of fewer lipid droplets in human and pigs^22, 23^. In addition, the expression level of FABP5 was correlated with those of other lipid regulators such as fatty acid desaturase 3 (FAD3) and metastasis markers in MCF cells^24^. Adhesion G protein-coupled receptor G1 (ADGRG1) belongs to the GPCR family, which mediates signal transduction across the cytomembrane. The three genes (ENPP3, FABP5, and ADGRG1) showed extremely high expression in BD6 ducks compared to those in BD3, CD3, and CD6, whereas no differences were observed in BD3 and CD3, indicating their key positive roles in IMF genesis. The association of neuronal guanine nucleotide exchange factor (NGEF) with ephrins receptors constitutes a molecular link between ephrins receptors and actin cytoskeleton, and a SNP in NGEF was found to be significantly associated with adipose deposition, both in the visceral adipose tissue and subcutaneous adipose tissue^25^. Opsin-3 (OPN3) has been shown to be involved in light sensation and circadian rhythms via the estrogen pathway^26^. OPN3 was also known to play a role in exocytosis of cytokine or steroid hormones. In the present study, NGEF and OPN3 decreased from 3 to 6 weeks of age, especially in BD ducks, indicating that they were likely the repressors of lipid genesis. Fms-related tyrosine kinase 1 (FLT1) is a class III receptor tyrosine kinase that plays important roles in hematopoiesis as a signal transduction protein^27^. FLT1 is also a direct receptor in the VEGF signalling pathway and thus has functions in the VEGF-related processes such as myogenic differentiation and endothelial targeting of lipids to peripheral tissues^28, 29^. The expression profiles of FLT1 evaluated in the present study showed a similar increase from 3 to 6 weeks of age in BD and CD; the increase was considerably higher in BD ducks, thereby confirming a complicated role of FLT1 in muscle growth and lipid deposition via VEGF. Podocalyxin (PODXL) is an adhesion stimulus protein that regulates cell adhesion and cytoskeletal organization along with insulin-like growth factor-binding proteins and integrin subunits^30^. PODXL-(+/+) populations of cells have a significantly faster growth rate than the PODXL-(−/−) populations^30^. KY, a cytoskeleton-associated protease, is essential for normal muscle growth, maturation, and stabilization. The KY protein was also reported to be linked to muscular dystrophy, and muscle fibre of KY-deficient mice was shown to grow abnormally^27^. Neuraminidase 2 (NEU2) enzymatic activity is causally linked to proper muscle differentiation, regeneration, and growth. NEU2-transfected myoblasts exhibited stronger muscle differentiation^31^. The expression of PODXL, KY, and NEU2 was higher in CD from age 3 to 6 weeks than that in BD. Taken together, these results suggest that PODXL, KY, and NEU2 were possibly the key regulators of muscle growth.

Whole-genome sequencing detected several other important genes (TTN, TNNI2, CDH2, MEF2A, PCSK1, INSIG1, and PLPPR1) with strong selection signal and differential expression tendency between the breeds in RNA-seq. Titin (TTN) interconnects the major structures of sarcomeres, including the M bands and Z discs and participates in a stress-sensing mechanism, thereby providing elasticity in conjunction with myomesin (MYOM), another PSG. TTN was also reported to be associated with muscle protein and contractile fibre content along with troponin I (TNNI2) and to play key roles in the structural organization of breast muscles. Certain SNPs, either in TNN or TNNIs, have been reported to be associated with meat and carcass trait^32^. N-cadherin (CDH2) plays an essential role in skeletal muscle differentiation through the N-cadherin-mediated adhesion process during the embryonic stages, since knockout animals showed heart defects and could be rescued by the re-expression of this protein specifically in the muscles^33^. A previous study on chicken identified the association between early morphogenetic events and N-cadherin level in the muscle, which might partly explain the phenotypic differences observed in the present study^34^. MEF2A, a member of the myocyte enhancer factor 2 transcription factor family, is essential for the specification and differentiation of the muscle lineage and is highly expressed in cardiac and skeletal muscles. MEF2A has been shown to facilitate skeletal muscle differentiation in humans^12^. Proprotein convertase subtilisin/kexin type 1 (PCSK1), which functions in the conversion of proinsulin to insulin as a signalling molecule, has been shown to have a significant correlation with pork meat quality, especially juiciness^35^. All the above-mentioned genes (TTN, TNNI2, CDH2, MEF2A, and PCSK1) were identified as muscle growth-related candidate genes in the present study by screening PSGs. Being an insulin-responsive gene, insulin-induced gene 1 protein (INSIG1) shows considerably more significant correlation with the marbling score and total fatty acid content in Angus and Angus × Simmental muscle tissues^15^. Furthermore, INSIG1/2(/) mice developed pulmonary lipotoxicity because of the accumulation of lipids^36^. The transduction of exogenous INSIG1 significantly reduced cell growth and lipid synthesis^37^. Lipid phosphate phosphatase-related protein type 1 (PLPPR1) extensively participates in lipid-related pathways and was previously referred to as plasticity related gene (PRG), indicating its vital role in meat tenderness. Thus, we considered both INSIG1 and PLPPR1 as lipid deposition-related genes.

From the transcriptome data, a total of 16,705 genes were expressed in the muscle tissue, which helped extensively expand the genetic information pool in duck. Consistent with the phenotypic findings that Cherry Valley Pekin ducks grew faster in 3 weeks, but deposited less lipid in 6 weeks than the native Pekin ducks, functional analysis of DEGs between the two breeds also yielded similar results because the main pathways in which the DEGs at 6 weeks of age were involved included lipid deposition-related categories such as PPAR signalling pathway and adipocytokine signalling pathway, in addition to the muscle growth categories such as cytoskeletal protein binding and muscle tissue development at 3 weeks of age. Hence, DEGs overlapping in the BD3 versus BD6 and CD3 versus CD6 (ACSBG2, FOXO3, and MAT1A) were more likely related to breast growth process involving muscle growth and lipid deposition. The DEGs between the two breeds (ALDOA and TNNT2) at 3 weeks of age were more likely associated with muscle growth, whereas those (ADORA1 and ACSL1) at 6 weeks of age were more likely related to lipid deposition. Functional clustering helped clearly distinguish the 7 DEGs as follows.

Acyl-CoA synthetase bubblegum family member 2 (ACSBG2) has been reported to be significantly associated with fat deposition in chicken by causing the activation of fatty acids^38^. The expression profile of ACSBG2 was similar to that of ENPP3, FABP5, and ADGRG1, suggesting that ACSBG2 was very likely to be a positive lipid deposition regulator. Forkhead box O3 (FOXO3) is a key factor associated with muscle energy homeostasis that controls the glycolytic and lipolytic flow in the FOXO pathway. Many studies have described the roles of FOXO3; for example, the overexpression of FOXO3 reduced muscle mass, FOXO3 expression caused muscle wasting disorders, and FOXO3 inhibited vascular smooth muscle cell proliferation^39–41^. In the present study, FOXO3 was expressed considerably higher in BD than CD at 3 and 6 weeks of age; furthermore, FOXO3 expression increased in BD, but decreased in CD from 3 to 6 weeks of age. The expression profiles validated the repressor role of FOXO3 in muscle growth. The catalytic subunit of methionine adenosyltransferase (MAT1A) catalyses the biosynthesis of *S*-adenosylmethionine (SAM) and provides the substrate for methylation. DNA methylation was shown to be related to muscle growth and lipogenesis^42^, and MAT1A was detected in human and porcine muscles as a DEG involved in muscle growth^43, 44^. In the present study, MAT1A was remarkably expressed in CD than in BD and showed marked reduced expression with growth. MAT1A was detected as a DEG not only for BD3 vs. BD6 and CD3 vs. CD6 but also for BD3 vs. CD3. Moreover, MAT1A level was almost around the critical point of Z(Fst) and Tajima’s *D*. Identification of MAT1A would help in not only explaining the mechanism of muscle growth but also validating the importance of methylation in growth.

Among aldolase A (ALDOA) and troponin T2 (TNNT2) that regulated muscle growth in BD3 vs. CD3, ALDOA was found to be essential for various cellular functions, including cell shape and mobility regulation, muscle contraction, actin filament organization, adenosine triphosphate (ATP) generation, and muscle maintenance^45^. Accumulation of ALDOA during muscle growth was a coordinated process occurring progressively in either intrauterine life or *in vitro* myogenesis^46, 47^. Similar effects of ALDOA have been reported in several other animals (human, rat, pig, sheep, and horse)^48–52^. In the present study, the mRNA expression level of ALDOA increased by nearly five-fold from 3 to 6 weeks of age in CD, whereas no obvious change was observed in BD. Another DEG product, TNNT2, serves as a binding subunit of troponins, which are key proteins regulated by the changes in the intracellular Ca^2+^ concentration and function in striated muscle contraction^53^. TNNT2 was also reported to be correlated with myofibrillogenesis since its depletion disrupted the formation of thin and thick filaments and Z-bodies in the muscle fibre^54^. In the present study, TNNT2 levels decreased from 3 to 6 weeks of age in both the breeds; this result was consistent with those of previous studies in chicken and turkey, suggesting the conservation of TNNT2 function in muscle growth^55, 56^.

Among adenosine A1 receptor (ADORA1) and acyl-CoA synthetase-isoform 1 (ACSL1) that regulate lipid deposition in BD6 vs. CD6, the expression of ADORA1 was observed to be significantly high in BD at 6 weeks of age. The main functions of ADORA1 include the release of neurotransmitters, repair of neuronal damages, beating rhythm of heart, metabolism of lipids, and regulation of renal functions^57^. ADORA1 was also reported to be vital for lipid deposition by conducting transcriptome profiling in pig^58^. ACSL1 is essential for the entire process of lipid metabolism, from biosynthesis to degradation via the conversion of free long-chain fatty acids to fatty acyl-CoA esters^59^. In the present study as well, ACSL1 expression was considerably higher in BD, especially in BD6, showing similar tendencies and functions as those of ENPP3, FABP5, ADGRG1, and ACSBG2.

In conclusion, we screened 23 candidate genes, of which 9 (ENPP3, FABP5, ADGRG1, NGEF, OPN3, FLT1, PODXL, KY, and NEU2) had strong selection signal and were significantly differentially expressed, 7 (TTN, TNNI2, CDH2, MEF2A, PCSK1, INSIG1, and PLPPR1) showed strong selection signal, and 7 (ACSBG2, FOXO3, MAT1A, ALDOA, TNNT2, ADORA1, and ACSL1) showed significantly different expression between the two breeds. Of these, 11 genes (PODXL, KY, NEU2, TTN, TNNI2, CDH2, MEF2A, PCSK1, FOXO3, ALDOA, and TNNT2) were identified to regulate muscle growth, and 10 genes (ENPP3, FABP5, ADGRG1, NGEF, OPN3, INSIG1, PLPPR1, ACSBG2, ADORA1, and ACSL1) were identified to be involved in lipid deposition in duck. FLT1 and MAT1A might have a more complicated regulatory profile covering muscle growth and lipid deposition in Pekin ducks. These results suggest the phenotypic differences between the fat-rich native Pekin and lean-type Cherry Valley Pekin ducks and would provide the basis for further studies on the mechanisms underlying muscle growth and lipid deposition in duck breast muscle.

## Methods

### Animals and sampling

The BD and CD were obtained from two nucleus flocks from Golden Star Duck Co., LTD., Beijing, where all the ducks received routine immunization and were reared under healthy identical conditions. A total of 80 individuals (40 BD and 40 CD), with equal number of males and females, were slaughtered to collect tissue samples from breast muscle at 3 and 6 weeks of age (n = 20). All the samples were immediately stored in liquid nitrogen. Ducks used for WGS were sorted in different lines for different pedigrees to avoid genealogical effects. All procedures for animal care were approved by the Animal Welfare Committee of the State Key Laboratory for Agro-Biotechnology of the China Agricultural University (approval number, XK257). Further, all experiments were conducted in accordance with approved relevant guidelines and regulations.

### Phenotype measurement

The water content in the breast muscle was measured following a previously described method^60^. The IMF was measured using the Soxhlet extraction method. Measurements for each group were performed using three technical replicates and 20 individuals as biological replicates.

Samples of breast muscle stored at −80 °C were embedded in optimum cutting temperature compound and dissected along the horizontal axis into 19–20 nm thick pieces. The sections were stained with haematoxylin and eosin and viewed and imaged using a microscope (×200; Nikon, Tokyo, Japan); three fields of view selected randomly were saved for statistical analysis of the density and diameter of the muscle fibre was determined using equations (1, 2).

1 $$d=\frac{N}{S}$$

2 $$D=2{(\frac{Si}{50\pi })}^{0.5}$$

where, d = density of muscle fibre, N = number of muscle fibres, S = area of the field of view, D = muscle fibre diameter, Si = cross-section area of 50 muscle fibres.

### Genome sequencing and SNP identification

Genomic DNA from nine BD and CD individuals each was extracted from the breast samples by using a standard phenol/chloroform extraction procedure. The quality and integrity of the extracted DNA was checked using NanoDrop 2000 and agarose gel electrophoresis. Paired-end sequencing profiles, with an insert size of 380 bp, were constructed according to the manufacturer’s instructions for TureSeq on the Illumina Hiseq 4000 platform. Sequencing and base calling were performed according to the standard Illumina protocols. Adapter and low-quality reads (reads with unidentified nucleotides (N), ≥10%; reads aligned to the adapter, >10 nt, mismatches allowed, ≤10%; phred quality of bases, <30) were removed from the raw data by using an in-house perl script. The genomic reads were aligned to the duck reference genome (*Anas_platyrhynchos*.*BGI_duck_1*.*0*) by using Burrows-Wheeler algorithm. The alignment outputs (BAM files) were sorted, and PCR duplicates generated during library construction were removed using SAMtools. Genomic variants, including SNPs and indels, were called using genome analysis toolkit. The genomic variants were annotated, with as much detail as possible, by using Python HTseq and an in-house Python script. Sequencing reads of 18 *Anas_platyrhynchos* could be achieved in Sequence Read Archive accession PRJNA358807.

### Heterozygosity analysis

Principal components analysis (PCA) was used to determine the population differences. The *Anas platyrhynchos* genome was assembled using 78,488 scaffolds, most of which were very short for an exact test, especially when very few SNPs were present in one window. Short scaffolds, especially those with less number of SNPs, showed higher Z(Fst) values in our study, which was unreliable and imprecise, indicating the necessity of longer scaffolds. In the present study, 1,592 scaffolds that were larger than 60,000 bp and accounted for up to 95.4% of the whole genome information were sorted for downstream analysis. Neutrality test (Tajima’s *D*) and fixation Z(Fst) were conducted using perl scripts with a sliding window of 40 kb and a step size of 20 kb along the 1,592 scaffolds. The regions were putatively regarded as positively selected sites when they were overlapped by two parameters with extremely high Z(Fst) values (top 5% level) and an extremely low Tajima’s *D* value (top 5% level).

### Functional analysis of PSGs

Functional enrichment analysis was performed to identify the significantly enriched terms and genes in the GO or KEGG pathways. All the ontology functions were confirmed using a combination of results obtained from the analyses by using NCBI (https://www.ncbi.nlm.nih.gov/gene/?term=) databases. Gene interaction diagrams were constructed using the applications in Cytoscape 3.4.0 (http://www.cytoscape.org/) as per the instructions.

### RNA extraction and sequencing

Two breast muscle tissues from each group at the two time points (BD3, BD6, CD3, and CD6) were selected randomly for RNA sequencing. Total RNA was extracted using Trizol reagent (Invitrogen, USA) following the manufacturer’s instructions. RNA-seq libraries were prepared using the Illumina mRNA-seq Prep Kit (Illumina Inc., San Diego, CA) and detailed sequencing was performed using Illumina Hiseq 2000 platform with 100-bp paired-end reads. Clean reads were obtained from raw data after eliminating the sequences with adapters or poly-N and low-quality reads through an in-house perl script. Q20 (false discovery rate, ≤1%), Q30 (false discovery rate, ≤0.1%), and GC content were calculated. Reference genome and gene model annotation files were downloaded from Ensembl (ftp://ftp.ensembl.org/pub/release-74/fasta/anas_platyrhynchos/dna/;ftp://ftp.ensembl.org/pub/release-74/gtf/anas_platyrhynchos/). The paired-end clean reads were aligned to the reference genome by using TopHat v2.0.9. Transcriptome data were deposited in Gene Expression Omnibus (accession number, GSE92920).

### Analysis and annotation of differentially expressed genes

The expression levels of genes were evaluated using reads mapped to the exons. RPKM were used to integrate the multiple gene expression levels^61^. HTSeq analyzer was used to measure the gene expression levels by using the Python framework. A gene with RPKM of less than 0.1 was considered to be not expressed^62^.

DEseq under R was adopted to analyse the DEGs by using read counts of certain genes as replicates^63^. In the present study, the evaluation criteria were significantly different when the padj was <0.05 and fold change was >2 or <0.5. After the gene IDs were transformed to those for humans, DAVID database (http://david.abcc.ncifcrf.gov/) was used for the annotation and clustering of DEGs.

### Quantitative real-time PCR validation of RNA-seq

Eight male ducks from each group were selected randomly for qRT-PCR analysis. Eight genes, including four (MYOG, CAV3, IGFBP5, and TNNI1) that showed similar differential expression patterns, and four (ACSL1, MSTN, CD36, and FHC3) that showed different expression patterns between the breeds, were selected for the validation of the differences in expression as revealed by RNA-seq by using qRT-PCR. The primers were designed considering the basic principles for qRT-PCR primer designing (see Supplementary Table S8). The standard curve was prepared using calibrated samples with five-fold dilutions. All the experiments for each sample were performed in triplicate. The reaction mixture (Real Master Mix SYBR Green I; TIANGEN, China) contained 1 μL of cDNA, 10 μL of SYBR Green mix, 8 μL of ddH_2_O, and 0.5 μL each of forward and reverse primers (10 μM). The PCR protocol included the following steps: 95 °C for 3 min (1 cycle) and 95 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s (40 cycles). The relative gene expression levels were normalized by comparison with the levels of GAPDH (*Anas platyrhynchos*). The 2^−ΔΔ^Ct method was used to evaluate the relative gene expression levels. All the experiments were performed using CFX96TM Real-Time System (Bio Rad, Hercules, CA, USA).

### Statistical analysis

All the experiments were performed at least thrice or until reproducible results were obtained. Data are presented as means ± standard error. The differences in the values were evaluated using Duncan’s multiple comparison with a Bonferroni justification by using SAS 9.2. The differences were considered significant at *p* < 0.05 and highly significant at <0.01.

## Electronic supplementary material

Supplementary Files

# Supplementary material for: Integrating genome and transcriptome profiling for elucidating the mechanism of muscle growth and lipid deposition in Pekin ducks
**Source:** Sci Rep. 2017 Jun 19;7:3837. doi: 10.1038/s41598-017-04178-7
**Supplement:** Supplementary file 1 — Supplementary Files

---

# **Integrating genome and transcriptome profiling for elucidating the mechanism of muscle growth and lipid deposition in pekin ducks**

Liyuan Wang<sup>1</sup>, Xiangxiang Li<sup>2</sup>, Jun Ma<sup>1</sup>, Yawen Zhang<sup>1</sup>, Hao Zhang<sup>1,\*</sup>

## **Supplementary Files**

|                |       |
|----------------|-------|
| Table.....     | 2-20  |
| Table S1 ..... | 2     |
| Table S2.....  | 3     |
| Table S3.....  | 4-6   |
| Table S4.....  | 7     |
| Table S5.....  | 8     |
| Table S6.....  | 9-11  |
| Table S7.....  | 12-19 |
| Table S8 ..... | 20    |
| Figure.....    | 21-25 |
| Fig. S1.....   | 21    |
| Fig. S2.....   | 22    |
| Fig. S3.....   | 23    |
| Fig. S4.....   | 24    |
| Fig. S5.....   | 25    |

**Table S1. Whole genome sequencing data summary**

| Name | Data_size<br>(Gb) | Q30(%) | Read(M) | Total<br>mapped<br>rate | Unique<br>mapped<br>rate | snp_count | Transitions | Transversions | ts/tv |
|------|-------------------|--------|---------|-------------------------|--------------------------|-----------|-------------|---------------|-------|
| CD1  | 7.38              | 96.22  | 24.6    | 90.88%                  | 75.14%                   | 1654400   | 1136812     | 519017        | 2.19  |
| CD11 | 6.98              | 96.41  | 23.27   | 89.97%                  | 74.45%                   | 1660914   | 1143108     | 519401        | 2.2   |
| CD21 | 7.16              | 96.53  | 23.87   | 89.32%                  | 73.76%                   | 1692258   | 1163074     | 530719        | 2.19  |
| CD22 | 7.22              | 96.37  | 24.07   | 90.52%                  | 75.09%                   | 1618953   | 1112053     | 508318        | 2.19  |
| CD28 | 7.5               | 95.27  | 25      | 90.37%                  | 74.12%                   | 1721015   | 1182504     | 540170        | 2.19  |
| CD30 | 7.56              | 94.26  | 25.2    | 91.25%                  | 74.09%                   | 1653456   | 1135968     | 519057        | 2.19  |
| CD32 | 6.91              | 94.83  | 23.03   | 91.16%                  | 73.53%                   | 1769649   | 1217495     | 554045        | 2.2   |
| CD33 | 7.52              | 94.48  | 25.07   | 89.75%                  | 72.33%                   | 1808478   | 1244871     | 565659        | 2.2   |
| CD5  | 7.84              | 96.37  | 26.13   | 88.87%                  | 73.34%                   | 2001187   | 1377651     | 625622        | 2.2   |
| PD1  | 7.11              | 94.46  | 23.7    | 90.09%                  | 72.93%                   | 1622718   | 1115058     | 509161        | 2.19  |
| PD23 | 8.86              | 94.57  | 29.53   | 90.07%                  | 72.84%                   | 1812808   | 1246163     | 568736        | 2.19  |
| PD27 | 6.8               | 94.93  | 22.67   | 92.54%                  | 75.29%                   | 1647473   | 1129732     | 519218        | 2.18  |
| PD29 | 7.389             | 93.35  | 24.63   | 91.83%                  | 74.39%                   | 1613048   | 1107035     | 507329        | 2.18  |
| PD30 | 7.38              | 93.25  | 24.6    | 88.28%                  | 70.46%                   | 1729548   | 1190946     | 540295        | 2.2   |
| PD35 | 7.32              | 94.53  | 24.4    | 91.08%                  | 73.77%                   | 1724562   | 1187199     | 538933        | 2.2   |
| PD4  | 7.63              | 93.64  | 25.43   | 90.10%                  | 72.50%                   | 1655858   | 1140470     | 516915        | 2.21  |
| PD6  | 6.76              | 94.71  | 22.53   | 90.00%                  | 72.79%                   | 1727850   | 1189817     | 539828        | 2.2   |
| PD7  | 7.78              | 94.03  | 25.93   | 89.80%                  | 72.97%                   | 1686928   | 1162704     | 525843        | 2.21  |

---

**Table S2. The SNP distribution in WGS data**

| Location   | Number of SNPs | Percents (%) |
|------------|----------------|--------------|
| Promoter   | 159,277        | 3.786        |
| Exon       | 75,489         | 1.794        |
| Intergenic | 1,956,351      | 46.505       |
| Intron     | 2,015,674      | 47.915       |
| In total   | 4,206,791      | 100          |

|                 |                                                                  |                    |          |          |
|-----------------|------------------------------------------------------------------|--------------------|----------|----------|
| <b>THBS1</b>    | Thrombospondin-1                                                 | ENSAPLG00000003908 | 0.928733 | 0.787054 |
| <b>THBS4</b>    | Thrombospondin-4                                                 | ENSAPLG00000006149 | 0.944433 | -0.04061 |
| <b>TLE1</b>     | Transducin-like enhancer protein 1                               | ENSAPLG00000012402 | 0.822217 | 1.05859  |
| <b>TMC1</b>     | Transmembrane channel-like protein 1                             | ENSAPLG00000004487 | 1.288731 | 0.755648 |
| <b>TMEM161B</b> | Transmembrane protein 161B                                       | ENSAPLG00000010679 | 1.0541   | 0.376283 |
| <b>TMEM2</b>    | Transmembrane protein 2(TMEM2)                                   | ENSAPLG00000014669 | 0.919547 | 0.371385 |
| <b>TMEM245</b>  | Transmembrane protein C9orf5(TMEM245)                            | ENSAPLG00000009827 | 1.520344 | 0.905477 |
| <b>TMEM33</b>   | Transmembrane protein 33                                         | ENSAPLG00000007860 | 0.93721  | 0.720469 |
| <b>TMEM41A</b>  | TMEM41A                                                          | ENSAPLG00000005037 | 0.793805 | 0.773791 |
| <b>TMEM65</b>   | Transmembrane protein 65                                         | ENSAPLG00000006782 | 2.067027 | 0.919496 |
| <b>TNN</b>      | Tenascin-N                                                       | ENSAPLG00000003018 | 0.920247 | 0.65618  |
| <b>TNNI2</b>    | Troponin I, fast skeletal muscle                                 | ENSAPLG00000011264 | 1.031603 | 0.498567 |
| <b>TNNT3</b>    | Troponin T, fast skeletal muscle isoforms                        | ENSAPLG00000011980 | 1.941518 | 0.132705 |
| <b>TNR</b>      | Tenascin-R                                                       | ENSAPLG00000001323 | 1.041721 | 0.783862 |
| <b>TRIM3</b>    | Tripartite motif-containing protein 3                            | ENSAPLG00000009137 | 1.177121 | 0.411715 |
| <b>TRPM6</b>    | Transient receptor potential cation channel subfamily M member 6 | ENSAPLG00000014165 | 2.035566 | 0.773225 |
| <b>TSC22D1</b>  | TSC22 domain family protein 1                                    | ENSAPLG00000005147 | 1.411148 | 0.996987 |
| <b>TSNAXIP1</b> | Translin-associated factor X-interacting protein 1               | ENSAPLG00000008665 | 0.842292 | -0.31438 |
| <b>TTN</b>      | Titin                                                            | ENSAPLG00000013370 | 1.719764 | 0.265324 |
| <b>TUBA8</b>    | Tubulin alpha-8 chain                                            | ENSAPLG00000007746 | 1.07018  | 1.02994  |
| <b>TXLNB</b>    | Beta-taxilin                                                     | ENSAPLG00000003963 | 1.183457 | 0.648954 |
| <b>UGGT1</b>    | UDP-glucose:glycoprotein glucosyltransferase 1                   | ENSAPLG00000007044 | 2.139839 | -0.58604 |
| <b>USP18</b>    | ubiquitin specific peptidase 18                                  | ENSAPLG00000007508 | 1.07018  | 1.02994  |
| <b>WDR33</b>    | WD repeat-containing protein 33                                  | ENSAPLG00000009868 | 1.077551 | -1.14134 |
| <b>WDR36</b>    | WD repeat-containing protein 36(WDR36)                           | ENSAPLG00000012829 | 0.919547 | -2.35375 |
| <b>WDR70</b>    | WD repeat-containing protein 70                                  | ENSAPLG00000010164 | 1.489918 | -1.3312  |
| <b>ZFR</b>      | Zinc finger RNA-binding protein                                  | ENSAPLG00000015627 | 0.968718 | -1.51923 |
| <b>ZHX1</b>     | Zinc fingers and homeoboxes protein 1                            | ENSAPLG00000010954 | 1.459071 | 0.977132 |
| <b>ZHX2</b>     | Zinc fingers and homeoboxes protein 2                            | ENSAPLG00000001368 | 0.880491 | 0        |
| <b>ZMAT3</b>    | Zinc finger matrin-type protein 3                                | ENSAPLG00000013292 | 1.174525 | -2.03632 |
| <b>ZNF462</b>   | Zinc finger protein 462                                          | ENSAPLG00000012931 | 0.872628 | 0.905077 |
| <b>ZNF516</b>   | Zinc finger protein 516                                          | ENSAPLG00000015083 | 1.863955 | 0.745986 |

**Table S4. Obtained clean data from raw data**

|       | Raw reads | Clean reads | clean bases | Error rate(%) | Q20(%) | Q30(%) | GC content(%) |
|-------|-----------|-------------|-------------|---------------|--------|--------|---------------|
| BD3_1 | 56654722  | 51168536    | 5.12G       | 0.05          | 95     | 85.83  | 51.88         |
| BD3_2 | 54338258  | 50378540    | 5.04G       | 0.06          | 94.495 | 85.485 | 50.96         |
| BD6_1 | 59421916  | 55284218    | 5.52G       | 0.05          | 94.485 | 85.37  | 51.345        |
| BD6_2 | 49388830  | 46056976    | 4.6G        | 0.05          | 94.585 | 85.57  | 50.025        |
| CD3_1 | 48743458  | 45645158    | 4.56G       | 0.05          | 95.025 | 86.67  | 48.455        |
| CD3_2 | 56927652  | 53163828    | 5.32G       | 0.05          | 94.925 | 86.4   | 49.15         |
| CD6_1 | 50149094  | 46515126    | 4.66G       | 0.05          | 94.615 | 85.765 | 50.37         |
| CD6_2 | 53365442  | 49470316    | 4.94G       | 0.06          | 94.49  | 85.43  | 51.005        |

BD: Native Pekin ducks, CD: Cherry Valley Pekin ducks

**Table S5. Statistics of Mapping of Groups**

| Sample name             | BD3_1                | BD3_2                | BD6_1                | BD6_2                | CD3_1                | CD3_2                | CD6_1                | CD6_2                |
|-------------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|
| <b>Total reads</b>      | 51168536             | 50378540             | 55284218             | 46056976             | 45645158             | 53163828             | 46515126             | 49470316             |
| <b>Total mapped</b>     | 32862320<br>(64.22%) | 32275711<br>(64.07%) | 35400104<br>(64.03%) | 30624644<br>(66.49%) | 31925364<br>(69.94%) | 37009182<br>(69.61%) | 30811837<br>(66.24%) | 31869481<br>(64.42%) |
| <b>Multiple mapped</b>  | 1312355<br>(2.56%)   | 922465<br>(1.83%)    | 1342930<br>(2.43%)   | 797113<br>(1.73%)    | 693967<br>(1.52%)    | 967580<br>(1.82%)    | 852141<br>(1.83%)    | 1111494<br>(2.25%)   |
| <b>Uniquely mapped</b>  | 31549965<br>(61.66%) | 31353246<br>(62.24%) | 34057174<br>(61.6%)  | 29827531<br>(64.76%) | 31231397<br>(68.42%) | 36041602<br>(67.79%) | 29959696<br>(64.41%) | 30757987<br>(62.17%) |
| <b>Read-1</b>           | 15818736<br>(30.91%) | 15710036<br>(31.18%) | 17087607<br>(30.91%) | 14945369<br>(32.45%) | 15640492<br>(34.27%) | 18047764<br>(33.95%) | 15023565<br>(32.3%)  | 15418719<br>(31.17%) |
| <b>Read-2</b>           | 15731229<br>(30.74%) | 15643210<br>(31.05%) | 16969567<br>(30.7%)  | 14882162<br>(32.31%) | 15590905<br>(34.16%) | 17993838<br>(33.85%) | 14936131<br>(32.11%) | 15339268<br>(31.01%) |
| <b>Reads map to '+'</b> | 15579976<br>(30.45%) | 15578250<br>(30.92%) | 16790321<br>(30.37%) | 14744491<br>(32.01%) | 15510714<br>(33.98%) | 17870489<br>(33.61%) | 14831660<br>(31.89%) | 15175465<br>(30.68%) |
| <b>Reads map to '-'</b> | 15969989<br>(31.21%) | 15774996<br>(31.31%) | 17266853<br>(31.23%) | 15083040<br>(32.75%) | 15720683<br>(34.44%) | 18171113<br>(34.18%) | 15128036<br>(32.52%) | 15582522<br>(31.5%)  |
| <b>Non-splice reads</b> | 20285278<br>(39.64%) | 22302413<br>(44.27%) | 22210729<br>(40.18%) | 20049916<br>(43.53%) | 21495719<br>(47.09%) | 24345701<br>(45.79%) | 20001209<br>(43%)    | 20070618<br>(40.57%) |
| <b>Splice reads</b>     | 11264687<br>(22.01%) | 9050833<br>(17.97%)  | 11846445<br>(21.43%) | 9777615<br>(21.23%)  | 9735678<br>(21.33%)  | 11695901<br>(22%)    | 9958487<br>(21.41%)  | 10687369<br>(21.6%)  |

BD: Native Pekin ducks, CD: Cherry Valley Pekin ducks

**Table S6 Function Analysis of DEGs in BD3VSBD6 and CD3VSCD6**

**Table S8. Primers sequences used for the qRT-PCR validation**

| Gene   | Primers sequence(5'-3')                               |
|--------|-------------------------------------------------------|
| ACSL1  | F:GGGAGGAAGAGTAAGGCTGATG<br>R:GGTGCTCCAACATGACCTGC    |
| CAV3   | F:ATCAAGGACCAACACACCAAGG<br>R:GTCAAAGCTGTACGTTCCCACTG |
| MYOG   | F:GCGGCTGAAGAAGGTGAACGA<br>R:ATCTCTCTGCTCCCTCTCCTGCTG |
| TNNI1  | F:CGTGGACAAGCAGTCAGAGAA<br>R: ATCTCCCTGGTGTGTGGTTG    |
| IGFBP5 | F: GTCGGAGATGACGGAGGAGA<br>R: CGCCATGCCACAAACTTG      |
| FHL3   | F: CGACCTATGAGCCTCTGACGA<br>R: GAACCTCCTGAACACACCGC   |
| CD36   | F: AGCAGGTCTCCCTCCACACAG<br>R: AGCACAGCACCGATGACAGC   |
| GADPH  | F:CACAGCCACACGAAGACA<br>R: CCTTAGCCAGCCCCAGTAGA       |

Figure S1. PCA analysis of two Populations

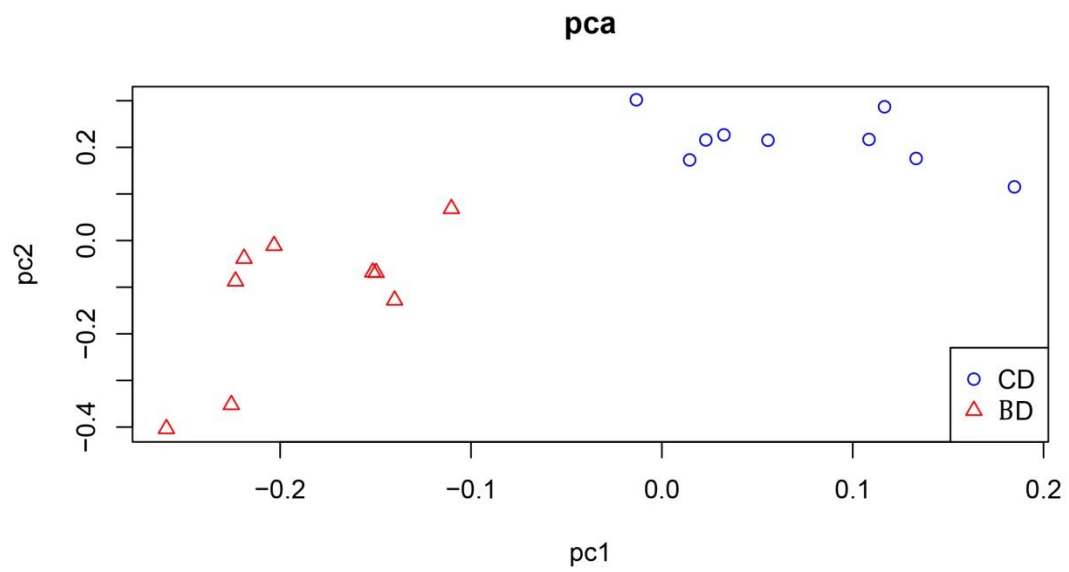

CD: Cherry Valley Pekin ducks; BD: Native Pekin ducks

**Figure S2. Visualisation of Main PSGs and Pathways related to Signaling Transduction and Immune**

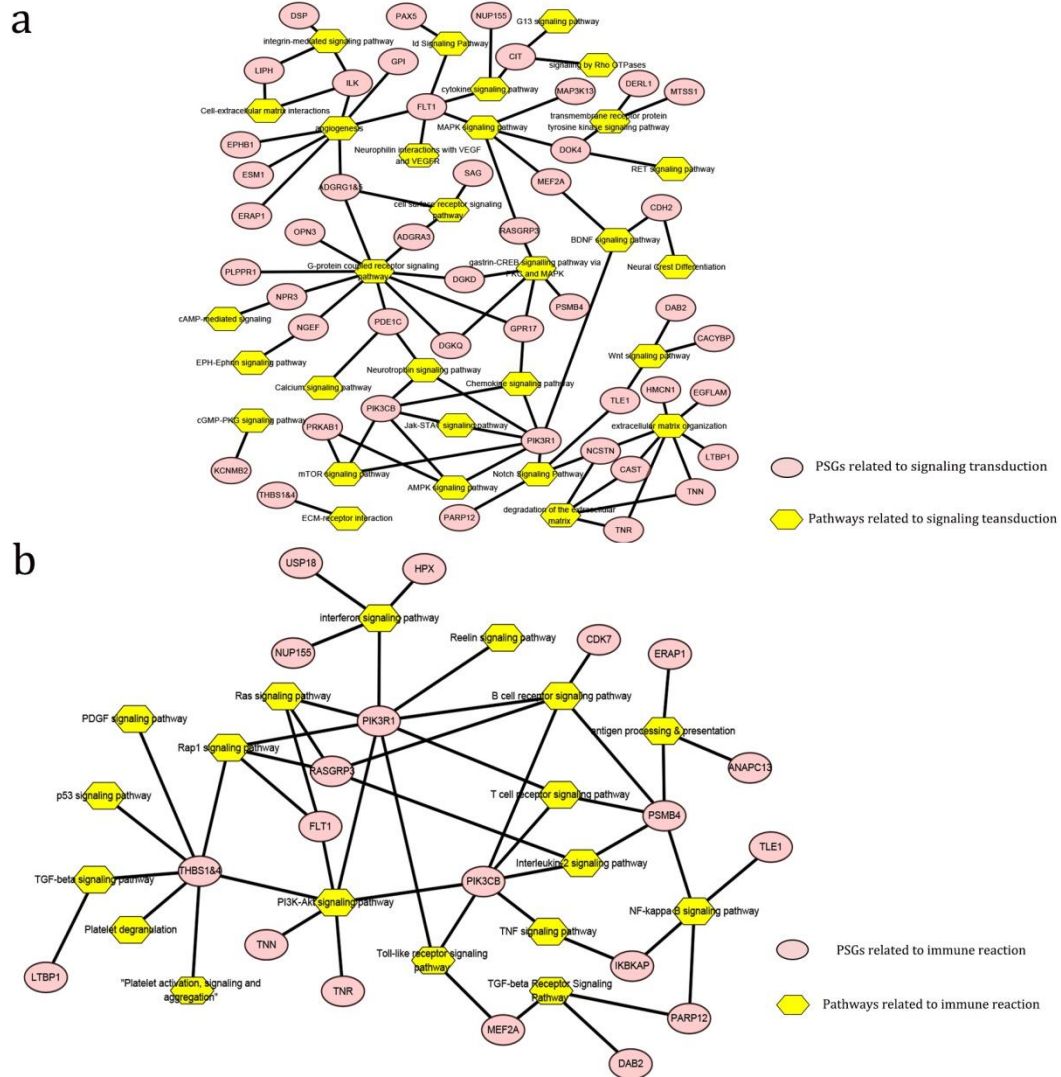

a, main PSGs and pathways related to signaling transduction; b, main PSGs and pathways related to immune system; items in ellipse were positively selected genes while items in rhombus were related pathways.

**Figure S3. Overview of positively expressed genes in BD3, BD6, CD3 and CD6**

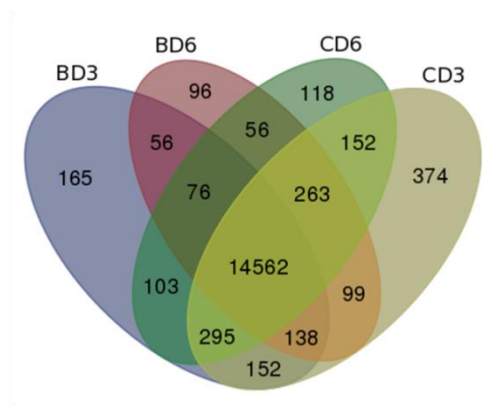

BD3: 3-week age of Native Pekin ducks; BD6: 6-week age of Native Pekin ducks; CD6: 6-week age of Cherry Valley Pekin ducks; CD3: 3-week age of Cherry Valley Pekin ducks

**Figure S4. The number of genes detected with different level of RPKM value**

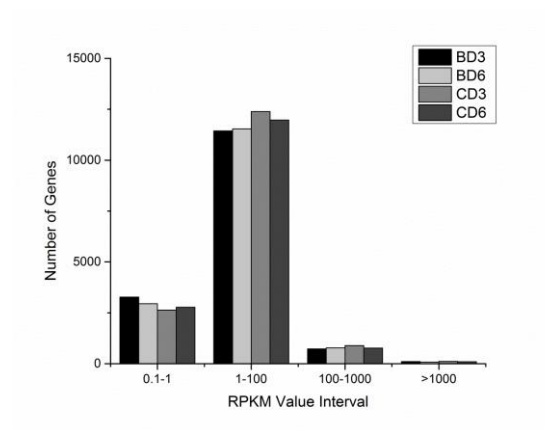

BD3: 3-week age of Native Pekin ducks; BD6: 6-week age of Native Pekin ducks; CD6: 6-week age of Cherry Valley Pekin ducks; CD3: 3-week age of Cherry Valley Pekin ducks

**Figure S5. QRT-PCR and sequencing results for eight DEGs**

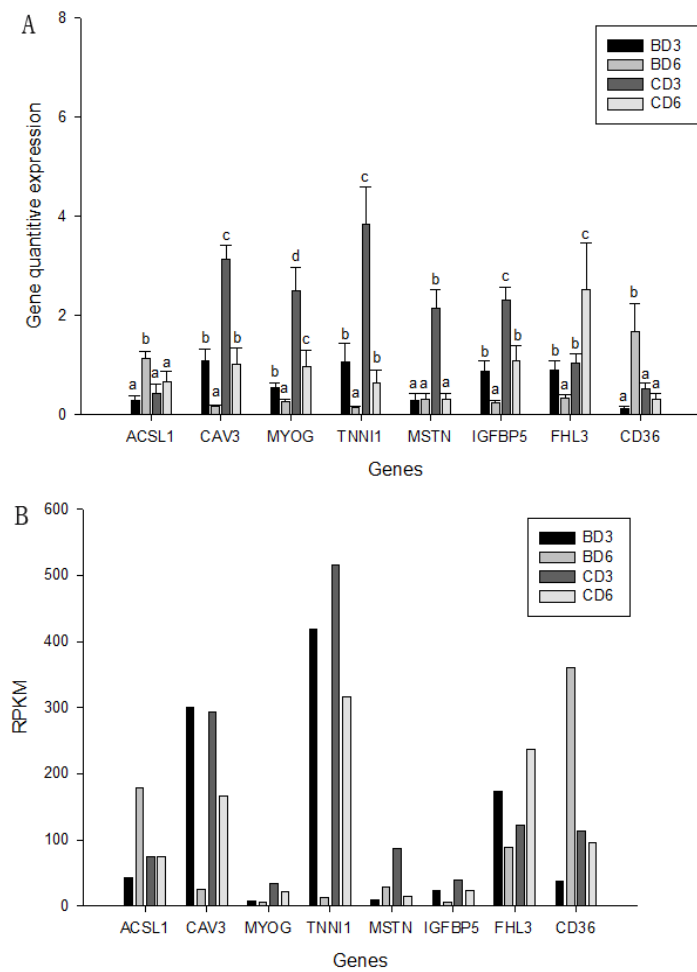

A: Genes quantitative expression of ACSL1, CAV3, MYOG, TNNI1, MSTN, IGFBP5, FHL3, and CD36 using qRT-PCR. Different letter within a gene means significant different expression with  $p < 0.05$ . B: RPKM values of the eight genes. BD3: 3-week age of Native Pekin ducks; BD6: 6-week age of Native Pekin ducks; CD6: 6-week age of Cherry Valley Pekin ducks; CD3: 3-week age of Cherry Valley Pekin ducks. Similar tendency was observed in qRT-PCR and RNA-seq.

How the deposited data were processed for this re-analysis (not part of the article)

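Breast muscle RNA of native Pekin ducks (BD) and Cherry Valley Pekin ducks (CD) was sequenced at 3 and 6 weeks of age, with 2 samples in each of the 4 groups. The samples were assigned to groups from their labels, which match the group names of the paper's Tables S4 and S5. The whole-genome resequencing, the muscle measurements and the quantitative RT-PCR were not analysed here.

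By the paper's methods, the authors removed adapters and low-quality reads, aligned the clean paired-end reads with TopHat to BGI_duck_1.0 with the Ensembl annotation, counted reads per gene with HTSeq, and called DEGs with DEseq. The values the authors deposited are FPKM for each sample, not the counts used for the paper's DEGs. Each FPKM belongs to an event of transcript structure and sums the transcripts, assembled in that sample, which share the event. The paper's methods do not name the assembler or the tool that listed the events. Because transcripts were assembled in each sample separately, the value of a gene depends on the transcript models built in that sample. A gene whose models differ between samples can differ in FPKM for that reason alone.

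The tests had been planned for a table of genes. As the files hold events, loci were built first. Genes of the 8 samples that carried the same Ensembl transcript were joined with networkx 3.6.1, which gave 14045 loci from 15191 transcripts, 13097 of them with 1 transcript. Assembled genes without an Ensembl transcript were joined by overlap on the same scaffold and strand into 3351 loci. For each assembled gene, the larger of its summed TSS and summed TTS values was taken. The value of a locus in a sample was the sum of these over its assembled genes. A locus was tested if it was listed in all 8 samples (13046 loci) and had an FPKM of at least 0.1 in at least 2 samples (11290 loci). These rules were set after the format of the files was seen and before any test.

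Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 model of the 4 groups, eBayes with a trend and Benjamini-Hochberg adjustment. A DEG had an adjusted p-value under 0.05 and a fold change above 2 or below 0.5, the thresholds of the paper. The 4 comparisons of the paper and the interaction of breed and age were tested. The same code was tested on simulated data with normal noise, no group set to 0 and 200 loci changed in BD6. It recovered 33.5% of the changes of 2 on the log2 scale and 76.5% of those of 3, with 2 and 8 calls among unchanged loci. A gene was detected in a group if the mean of the 2 samples reached 0.1 FPKM, the limit of the paper, with loci absent from a sample taken as 0. Tables and rank or permutation tests were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

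The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a filter at 1 FPKM, median-of-ratios scaling, quantile normalization, eBayes without a trend, only the 4 samples compared, the replicate number as a block, the adjusted p-value alone, leaving out loci without an Ensembl transcript, and leaving out each sample. Chosen after seeing the data were the summed TSS or TTS values alone, absent loci counted as 0, and 3 subsets of the loci.

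The depth of each sample is known only from the paper's Tables S4 and S5, with 29827531 to 36041602 uniquely mapped reads. The FPKM values carry no counts, so no counting error or detection floor is given.

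The rule for the loci named in the text, set beforehand, was every gene the paper names and the 3 largest changes each way with a symbol. The identifiers in the files could not be tied to symbols here, since the gene table used has no Ensembl identifiers in any of its 26024 rows. The part of Table S3 in the text pairs 32 symbols with Ensembl genes, of which 4 could be joined to a locus, and 0 of these 4 are genes of the planned lists. The text therefore names, for each comparison, the locus with an Ensembl transcript that had the largest passing change each way without overlap between the samples. The genes discussed in the paper, the planned gene lists for sarcomere, glycolysis and PPAR, and the functional clusters were not analysed here.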

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

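The interaction test and its refit after median-of-ratios scaling were set beforehand. The other tests in this part were chosen after the result was seen.

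The change with age differed between the 2 breeds at 15 loci, by a limma test of the interaction of breed and age with Benjamini-Hochberg adjustment, and the paper does not report this test. The change was more positive in BD at 8 of these loci and more negative in BD at 7. In single breeds, 7 of the 15 passed between BD6 and BD3 and 9 between CD6 and CD3.

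Several technical explanations were weighed. Among these loci, 73.3% (11 of 15) were at exactly 0 in both samples of a group and at 1 FPKM or more elsewhere, against 3.41% of the other loci (Fisher's exact test across loci, p = 1.01e-13). A group with both samples at 0 adds no spread to the fit, so such loci pass more easily and the enrichment follows partly from the test. A gene that is switched off in a group would also be at 0, so the enrichment alone does not separate the explanations. Values of 0 also occurred where the other sample of the same group had at least 1 FPKM, in 1005 cases over the 8 samples. Where a locus had exactly 2 zeros and at least 1 FPKM in every other sample, both zeros fell in the same group at 19 of 76 loci, against 10.9 expected if zeros fell at random (exact binomial test, two-sided p = 0.0128). With at least 5 FPKM in every other sample it was 8 of 31 loci against 4.43 expected (exact binomial test, two-sided p = 0.0736). At the remaining 57 of the 76 loci the zeros fell in different groups, so part of the zeros may be estimates that failed in single samples. The other 4 of the 15 loci were above 0 in all 8 samples, and the same 4 passed when only such loci were tested, so values of 0 do not account for them.

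Differently assembled ends were not more frequent among the 15 loci, as 60% of them had the same ends in all 8 samples against 37.6% of the others (Fisher's exact test across loci, p = 0.106). They remain open at the 6 loci whose ends differed, 1 of which is among the 4 loci above 0 in all 8 samples. The other 3 of those 4 had the same ends, and all 3 carried no Ensembl transcript. After median-of-ratios scaling 28 loci passed, among them all 15, so a difference in overall scale does not account for the 4 loci above 0 in all 8 samples. At the 11 loci with a group at 0 this is no test, as scaling leaves values of 0 unchanged. The least covered group, CD6, had 95.33% of the mean number of uniquely mapped reads, and without counts an effect of depth cannot be excluded. At the 11 loci with a group at 0, a breed-specific change with age therefore cannot be told apart from values of 0 that do not reflect expression.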

How the results depend on the processing

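The alternatives were set before the data were examined, unless stated otherwise. The cause of the changes given here was not tested.

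The number of detected genes stayed within 1.5 times the reported value under all alternatives, from 13026 to 16534 in any group and from 9183 to 11836 in all 4 groups. The count of DEGs between BD6 and BD3 (20) was 52 with a pseudocount of 0.1, 60 with a filter at 1 FPKM, 61 after median-of-ratios scaling, 32 after quantile normalization and 12 with only the 4 samples compared. With the replicate block it was 10. The count between BD3 and CD3 (17) was 28 with a pseudocount of 0.1 and 2 with only the 4 samples compared, and that between BD6 and CD6 (16) was 6 with only the 4 samples compared.

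The interaction of breed and age (15 loci) passed at 28 loci after median-of-ratios scaling, 24 after quantile normalization, 9 with eBayes without a trend and 8 with the replicate block. DEGs common to both breeds (2) numbered 5 with a pseudocount of 0.1 and 0 with only the 4 samples compared. DEGs in any comparison (38) numbered 76 with a pseudocount of 0.1, 77 with a filter at 1 FPKM, 84 after median-of-ratios scaling and 25 with the replicate block. The adjusted p-value alone changed no count, and leaving out the filter or the loci without an Ensembl transcript kept each count within 1.5 times.

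No count was taken where a sample of a group compared was left out, so the common DEGs, the DEGs in any comparison and the interaction have none. For the other groups' samples, the count was 18 to 23 between BD6 and BD3, 16 to 26 between CD6 and CD3, 15 to 23 between BD3 and CD3 and 17 to 23 between BD6 and CD6 across the 4 fits that each left out one sample. Leaving out samples for the detected genes was chosen after seeing the data. Their number ran from 15564 to 15771 in any group and from 10460 to 10867 in all 4 groups. Loci detected in a single group were fewer without 1 of its samples, at lowest 304 in BD3, 237 in BD6, 507 in CD3 and 195 in CD6. Without a sample of another group these numbers rose, but stayed within 1.5 times. Under rules set beforehand, the BD3 number was 337 at a group mean of 1 FPKM and 269 with both samples at 0.1 FPKM. The other groups' numbers stayed within 1.5 times under these rules.

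Other alternatives were chosen after seeing the data. Counting loci absent from a sample as 0 gave 133 DEGs between BD6 and BD3, 115 between CD6 and CD3, 141 between BD3 and CD3, 92 between BD6 and CD6, 132 for the interaction, 25 in common and 259 in any comparison. With only loci above 0 in all 8 samples these were 85, 5, 7, 7, 4, 0 and 93. With only loci with the same ends in all 8 samples, 8 DEGs were found between BD6 and BD3, 9 between CD6 and CD3, 11 between BD3 and CD3, 1 in common and 23 in any comparison. Between BD3 and CD3, 27 passed with the summed TSS values and 9 with only loci with 1 Ensembl transcript.

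For the loci named, 125 of the refitted values that were tested kept their direction and still passed, 15 no longer passed and 1 reversed. A locus left out by the filter or subset of a refit has no value there, as ENSAPLT00000012424 with the summed TTS values. Where leaving out a sample left 1 in a group compared, that group had no spread of its own and no test was made. The shift of the fold change there is fixed by the replicate difference, so these refits say nothing more. The reversed value was the log2 fold change of ENSAPLT00000004577 between BD3 and CD3, which was 5.25 and became -3.14 with the summed TTS values. Among the counts by direction, 59 changed by more than 1.5 times and 131 did not. The replicate numbers showed little pairing of the samples, with correlations from -0.0543 to 0.0996 between same-numbered samples (mean 0.0176). The planned list tests and a count-based test were not run, because the identifiers could not be tied to symbols and the files hold no counts. The FPKM carry no depth of their own, and with 2 samples per group the test found 0% of simulated changes of 1 on the log2 scale.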

Differences from the paper's values

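The paper reports 564 DEGs over the 4 comparisons, against 38 here. Between BD6 and BD3 the paper's count is 195 (126 upregulated and 69 downregulated), against 20 (13 and 7) here. Between CD6 and CD3 the paper's count is 243 (121 upregulated and 122 downregulated), against 15 (7 and 8) here. The paper's 18 genes common to both breeds stand against 2 here. Between breeds, the paper's counts are 52 at 3 weeks and 206 at 6 weeks, against 17 and 16 here. None of the alternatives set before the data were examined brought any of these counts within 1.5 times the paper's. Their highest values were 84 for all comparisons, 61 between BD6 and BD3, 26 between CD6 and CD3, 5 in common, 28 between BD3 and CD3 and 23 between BD6 and CD6. By direction their highest values were 40 upregulated and 26 downregulated between BD6 and BD3, and 11 and 15 between CD6 and CD3. Counting loci absent from a sample as 0, an alternative chosen after seeing the values, gave 133 between BD6 and BD3, 52 downregulated there and 25 in common, within 1.5 times the paper's. It also gave 141 between BD3 and CD3, above the paper's 52.

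The paper's text reports 165 genes detected only in BD3, 96 only in BD6 and 118 only in CD3, against 531, 381 and 802 here. None of the 4 alternative rules for detection set before the data were examined brought these within 1.5 times the values of that text. For CD3 the paper's Fig. S3 gives another number, which was not compared.

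The paper's text gives CD6 the most genes detected in a single group, while its Fig. S3 gives the largest number to CD3. Here CD3 had the most, with 802 against 393 in CD6, and the same order held under the 4 alternative rules for detection. The paper has more DEGs between breeds at 6 weeks than at 3 weeks of age. Here the numbers were 16 and 17, which is no clear order. The order changed with the alternative. More DEGs at 6 weeks than at 3 weeks were found with only the 4 samples compared (6 against 2), and, chosen after seeing the data, with the summed TTS values (21 against 15), loci of the same ends (14 against 11) and loci of 1 Ensembl transcript (12 against 9). Fewer at 6 weeks were found with a pseudocount of 0.1 (21 against 28), no filter (16 against 19), a filter at 1 FPKM (15 against 17), median-of-ratios scaling (21 against 23), quantile normalization (16 against 18) and eBayes without a trend (15 against 16). The same held, chosen after seeing the data, for the summed TSS values (15 against 27) and absent loci counted as 0 (92 against 141). The numbers were equal with the replicate block (13), without the loci lacking an Ensembl transcript (13) and with loci above 0 in all 8 samples (7), the last chosen after seeing the data. At an unadjusted p-value under 0.05 the numbers were 907 at 6 weeks and 2565 at 3 weeks. The latter fell to 1893 after median-of-ratios scaling and 1781 after quantile normalization, against 1055 and 1081 at 6 weeks, so part of the excess at 3 weeks goes with the difference in scale between BD3 and CD3.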

Other observations

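The tests in this part were chosen after the results were seen.

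The typical FPKM differed between samples. The median-of-ratios factor of a sample ran from 0.76 in BD3 replicate 2 to 1.31 in CD3 replicate 1. Its relation to 5 properties of the samples was computed over the 8 samples, with exact permutation tests and Benjamini-Hochberg adjustment over the 5. It rose with the percentage of reads mapped that the paper's Table S5 gives (Pearson r = 0.886, permutation p = 0.00164, adjusted 0.0082; Spearman rho = 0.857, permutation p = 0.0107, adjusted 0.0385). Without the 2 samples farthest from the median percentage, r was 0.74. In all 4 groups the sample with the higher percentage had the higher factor. With GC content r was -0.806 (permutation p = 0.0188, adjusted 0.047; rho = -0.738, permutation p = 0.0458, adjusted 0.0763), and -0.388 without the 2 farthest samples. In 3 of the 4 groups the sample with the lower GC content had the higher factor, so a role of GC content is left open. The number of uniquely mapped reads (r = 0.122, permutation p = 0.757, adjusted 0.757; rho = -0.0238, permutation p = 0.977, adjusted 0.977) and the share of splice reads (r = 0.566, permutation p = 0.152, adjusted 0.19; rho = 0.119, permutation p = 0.793, adjusted 0.977) showed no clear relation. For the share of the summed FPKM held by the 5 largest loci, r was -0.689 (permutation p = 0.0695, adjusted 0.116; rho = -0.833, permutation p = 0.0154, adjusted 0.0385). Without the 2 farthest samples r was -0.829, and in all 4 groups the sample with the smaller share had the higher factor. Both CD3 samples had the highest mapped percentages, so group and mapping cannot be told apart there. A library property that lowers the share of mapped reads and GC content are candidate explanations, and these values do not separate them. The summed FPKM had no fixed total, from 5296744.3 in CD6 replicate 1 to 24805830.8 in BD3 replicate 2. The share of the 5 largest loci therefore cannot show whether such loci lower the FPKM of the rest.

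On average, samples of the same group resembled each other in expression. Of the 105 ways to pair the 8 samples into 4 pairs, only the real groups, 1 pairing, reached their mean correlation of 0.943 across loci. BD3 was the least alike of the groups. BD3 replicate 1 had a correlation of 0.927 with BD3 replicate 2, and of 0.944 and 0.947 with the 2 CD6 samples.

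The files list skipped exons, which the paper does not report. Between 1832 and 2029 were listed per sample, 5134 in all, and 592 had a sum of both forms of at least 1 FPKM in all 8 samples. The share of the form with the exon had a mean correlation of 0.718 within groups and 0.717 between groups, and 48 of the 105 pairings reached the value of the real groups. In limma tests of 547 exons, 0 had an adjusted p-value under 0.05 in any comparison. An unadjusted p-value under 0.05 was found for 30 exons between BD6 and BD3, 25 between CD6 and CD3, 37 between BD3 and CD3, 24 between BD6 and CD6, and 30 for the interaction. With a sum of at least 5 FPKM, 0 of 304 exons passed in these tests. Group differences in exon inclusion were not detectable with these values.

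A part of the paper's table of DEGs is in the supplementary text without the name of its comparison, with 59 rows, 27 of them Ensembl genes. Of these, 5 genes could be joined to a locus. The paper's log2 fold changes had the same direction as BD6 against CD6 in 5 of 5 genes and as BD6 against BD3 in 5 of 5, and in 3 of 5 for CD6 against CD3 and for BD3 against CD3. The mean absolute difference from the paper's values was 0.486 for BD6 against CD6 and 1.11 for BD6 against BD3, so the rows may belong to BD6 against CD6, but 5 genes do not settle it.

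The paper's 2273 genes called new and 14496 annotated genes sum to 16769, which is 64 more than its total of 16705.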
